# Soluble LR11/SorLA represses thermogenesis in adipose tissue and correlates with BMI in humans

**DOI:** 10.1038/ncomms9951

**Published:** 2015-11-20

**Authors:** Andrew J. Whittle, Meizi Jiang, Vivian Peirce, Joana Relat, Sam Virtue, Hiroyuki Ebinuma, Isamu Fukamachi, Takashi Yamaguchi, Mao Takahashi, Takeyoshi Murano, Ichiro Tatsuno, Masahiro Takeuchi, Chiaki Nakaseko, Wenlong Jin, Zhehu Jin, Mark Campbell, Wolfgang J. Schneider, Antonio Vidal-Puig, Hideaki Bujo

## Abstract

Thermogenesis in brown adipose tissue (BAT) is an important component of energy expenditure in mammals. Recent studies have confirmed its presence and metabolic role in humans. Defining the physiological regulation of BAT is therefore of great importance for developing strategies to treat metabolic diseases. Here we show that the soluble form of the low-density lipoprotein receptor relative, LR11/SorLA (sLR11), suppresses thermogenesis in adipose tissue in a cell-autonomous manner. Mice lacking LR11 are protected from diet-induced obesity associated with an increased browning of white adipose tissue and hypermetabolism. Treatment of adipocytes with sLR11 inhibits thermogenesis via the bone morphogenetic protein/TGFβ signalling pathway and reduces Smad phosphorylation. In addition, sLR11 levels in humans are shown to positively correlate with body mass index and adiposity. Given the need for tight regulation of a tissue with a high capacity for energy wastage, we propose that LR11 plays an energy conserving role that is exaggerated in states of obesity.

## Abstract (web summary)

Brown adipose tissue (BAT) thermogenesis is an important determinant of organismal energy expenditure in mammals. Here, Whittle *et al*. report that the protein sLR11 is a negative regulator of BAT activity in mice, repressing thermogenesis by inhibiting BMP/Smad signalling in brown adipocytes.

Murine studies have demonstrated that increasing heat production in brown adipose tissue (BAT) can offset obesogenic effects of a high-fat diet (HFD)^1^,^2^, whereas reducing thermogenesis exacerbates them^3^. The existence of BAT in adult humans has been ‘reconfirmed' by using modern imaging techniques and tissue biopsies^4^,^5^,^6^, increasing the importance of understanding BAT's physiological regulation. In addition, levels of detectable BAT correlate negatively with age, body mass index (BMI) and diabetes^7^, and using intermittent cold exposure to increase amounts of BAT is sufficient to increase post-prandial energy expenditure and improve insulin sensitivity^8^. Collectively, these findings support the hypothesis that thermogenesis in BAT is an important factor contributing to human metabolism. Numerous secreted and circulating factors have been identified to date with the ability to enhance the amount and/or activity of BAT^9^. Given the need for tight regulation of a tissue with such a high capacity for energy wastage, it is somewhat surprising that comparatively few negative regulators have been described. Changes in levels of LR11 in humans have primarily been associated with Alzheimer's disease, linked to its potential role in amyloid processing in the brain^10^. More recently, LR11 has been shown to possess the required properties of a functional lipoprotein receptor and the soluble form (sLR11) has been shown to facilitate increased vascular smooth muscle cell migration in response to injury, hinting at an equally important peripheral role^11^,^12^,^13^. LR11 has also been shown to regulate lipoprotein lipase (LPL), a key enzyme regulating the supply of lipid to BAT, by coordinating both its anterograde and retrograde vesicular transport^14^,^15^.

Here we show that mice lacking LR11 are protected from diet-induced obesity because of a hypermetabolic phenotype, facilitated by enhanced thermogenic gene expression in white adipose tissue (WAT) depots. Our data demonstrate that sLR11 is able to bind to bone morphogenetic protein (BMP) receptors and suppress thermogenic signalling via suppression of downstream Smad protein phosphorylation. The expression profile of *Lr11* and serum levels of sLR11 in mice increase at times of increased thermogenesis, suggesting a regulatory role of sLR11 in preventing excessive energy wastage. sLR11 levels correlate with adiposity in humans, leading us to conclude that sLR11 may be an important negative regulator of adipose tissue energy expenditure, which is dysregulated in obesity, potentially compromising metabolic responses to nutritional stimuli.

## Results

### *Lr11* ^*−/−*^ mice are hypermetabolic and protected from obesity

We previously generated a mouse lacking LR11 to examine its role in vascular smooth muscle cells *in vivo* and that of the cleaved soluble form (sLR11) *in vitro*^11^,^16^. These studies highlighted a tendency for *Lr11*^*−/−*^ mice to be lighter than their wild-type (WT) littermates, and as such our central hypothesis was that LR11 was in some manner acting as a negative regulator of metabolism. To formally assess differences in body weight, WT and *Lr11*^*−/−*^ mice were fed standard chow or HFD to maximally expose differences in weight gain. The body weight of WT 8-weeks-old mice on chow diet was similar to those of *Lr11*^*−/−*^ mice; however, the size of the retroperitoneal and reproductive fat pads were significantly reduced (Table 1). In contrast, HFD-fed *Lr11*^*−/−*^ mice had markedly lower body weights than WT controls, a large portion of which was accounted for by reductions in the weights of WAT and liver (Table 1 and Supplementary Table 1). Reduced adiposity after 8 weeks of HFD was clearly evident from anatomical examinations (Fig. 1a–f) and histological analyses revealed that *Lr11*^*−/−*^ mice had smaller lipid droplets in BAT (Fig. 1e) and were protected from hepatic steatosis (Fig. 1f). Analysis of weekly energy balance on chow diet confirmed no significant difference in rate of body weight change or daily food intake in 10–11-week-old mice (Fig. 1g–i). Longer term monitoring of weight change in a separate study indicated a clear increase in weight gain in WT mice fed a HFD, with a high rate of divergence from the persistently lean *Lr11*^*−/−*^ mice observed by the comparative 10-weeks-old time-point (Fig. 2a). Averaged daily food intakes over the course of this study again confirmed no difference between genotypes (WT=59.9±1.1, *Lr11*^*−/−*^=60.5±1.2 kJ day^−1^) or HFD (WT=70.1±3.8, *Lr11*^*−/−*^=70.1±2.9 kJ day^−1^). We hypothesized that increased energy expenditure was facilitating the reduction in the rate of weight gain in *Lr11*^*−/−*^ mice fed HFD. Assessment of energy expenditure using indirect calorimetry confirmed that *Lr11*^*−/−*^ mice had a higher metabolic rate than WT mice when fed HFD (30±0.4 vs 27.5±0.3 J min^−1^) (Fig. 2b,c). *Lr11*^*−/−*^ mice also displayed improved serum biochemistry profiles, with lower fasting glucose, insulin and triglyceride levels, particularly on HFD (Fig. 2d–f). Other circulating factors such as free-fatty acids, T4, leptin and serum cholesterol were not significantly altered (Fig. 2g–k), nor were any significant alterations in LPL activity observed in Lr11^*−/−*^tissues (Fig. 2l).

### *Lr11* ^*−/−*^ mice have increased thermogenic markers in WAT

LR11 is known to have a predominantly neuronal expression profile^17^. However, analysis of *Lr11* mRNA expression in WT adipose tissue revealed similar levels to those found in brain, with real-time quantitative PCR ct values of 26.9±4.1 in brain versus 26.6±0.6 in BAT and 28.7±0.8 in subcutaneous WAT (scWAT) (*n*=8). We therefore examined whether phenotypic changes in adipose tissue may be driving the metabolic shift observed in *Lr11*^*−/−*^ mice. Reduced lipid content in *Lr11*^*−/−*^ BAT on HFD (Fig. 1e) suggested that the tissue was more metabolically, and thus thermogenically, active. Examination of scWAT revealed smaller, less lipid replete adipocytes (Fig. 3a), suggesting either reduced lipid storage or increased lipid oxidation. Previous studies have shown that scWAT has a high propensity for ‘browning' in response to pharmacological and nutritional signals^18^. Therefore, we performed immunostaining, which confirmed significantly higher levels of uncoupling protein 1 (UCP1) than in WT tissue (Fig. 3b). 

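RNA of scWAT and BAT from WT and *Lr11*-/- mice was measured on one-colour Agilent mouse arrays, on which cRNA labelled with cyanine-3 binds to probes of known sequence and the brightness of a spot follows the amount of its transcript. The 4 groups, formed by genotype and tissue, had 3 arrays each. The sample labels describe males at 12 weeks of age and give both 4 weeks of HFD and HFD since weaning, which would be longer, so the length of the diet is open. The paper's text on the arrays gives neither the age nor the length of the diet. The authors deposited the intensity of each spot, background-subtracted and detrended within its array and not normalized between arrays. Each array had 59305 spots outside the controls, which covered 55681 probes. Between 32377 and 37002 spots per array were well above background and 0 were saturated. The intensities were taken to log2 and the 75th percentile of each array was subtracted, so that a value of 0 is a spot as bright as that percentile. Differences were tested with limma over the 32121 probes that were well above background on all 3 arrays of at least 1 group, with 1 mean per group and 1 spread shared by the 4 groups, and p values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision. Where a probe varied more in 1 tissue than in the other, the shared spread is too small for the first and too large for the second. The labels placed 1 array of each group in a first array series (replicate 1) and the others in a second (replicates 2 and 3). The first-series arrays of scWAT shared a slide, those of BAT shared another, and all second-series arrays were on the third slide, each slide being scanned on a day of its own.

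*Sorl1*, the gene that encodes LR11, was read from probe A_55_P2151609. In scWAT its log2 intensity was 1.01 ± 0.13 (SD, *n*=3) in WT and −3.33 ± 0.40 (SD, *n*=3) in *Lr11*-/-, a log2 fold change of −4.34 (SE 0.42, adjusted p = 0.0063 from limma). In BAT it was 0.68 ± 0.55 (SD, *n*=3) in WT and −2.96 ± 0.85 (SD, *n*=3) in *Lr11*-/-, a log2 fold change of −3.63 (SE 0.42, adjusted p = 0.032 from limma). Every *Lr11*-/- array was below every WT array in both tissues (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 arrays against 3 allow). With each array left out in turn the *Sorl1* log2 fold change stayed between −4.57 and −4.22 in scWAT, with an adjusted p under 0.05 each time. In BAT it stayed between −3.91 and −3.14, and the adjusted p was under 0.05 only without *Lr11*-/- scWAT replicate 1 (0.019, in a range of 0.0018 to 0.33 over all alternatives). Another estimate of the background, normexp on the median signals, moved the log2 fold changes of *Sorl1* most, to −3.13 in scWAT and −2.45 in BAT. Within the first and the second array series they were −4.48 and −4.27 in scWAT and −4.65 and −3.12 in BAT.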

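In scWAT, 1692 of the 32121 probes differed between the genotypes at an adjusted p under 0.05 in limma, 1091 higher and 601 lower in *Lr11*-/-. They included 995 named genes. At an unadjusted p under 0.05 there were 8865 probes, or 27.6% of those tested. The *Lr11*-/- and WT arrays did not overlap for 1681 of the 1692 probes. Over all tested probes they did not overlap for 20.4%, where chance gives 10% for 3 arrays against 3. The number of probes past the threshold changed with every array that was left out. It was 6371 without *Lr11*-/- scWAT replicate 1, 28 without *Lr11*-/- scWAT replicate 2 and 3 without *Lr11*-/- scWAT replicate 3. It was 4409, 222 and 4617 without WT scWAT replicates 1, 2 and 3, and between 145 and 175 without any 1 of the 6 BAT arrays. More probes were higher than lower without WT scWAT replicate 1 (2875 and 1534) or 3 (2638 and 1979) or *Lr11*-/- scWAT replicate 1 (4297 and 2074). This was not so without WT scWAT replicate 2 (107 and 115) or *Lr11*-/- scWAT replicate 2 (12 and 16) or 3 (0 and 3). Without any 1 BAT array between 48.1% and 51% were higher, and without scaling 36.2%. Of the other alternatives, a fit to the second array series alone gave the highest count, 7259. A limma fit to the 6 scWAT arrays alone gave 0, with 4658 probes at an unadjusted p under 0.05. The calls in scWAT thus rest on the BAT arrays as well, through the spread that the fit shares between the tissues.

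The thermogenic genes measured in Fig. 3c were taken as a list of 9, *Ucp1*, *Bmp8b*, *Ppargc1a*, *Ppara*, *Cidea*, *Dio2*, *Prdm16*, *Adrb3* and *Elovl3*. All 9 had a higher mean in *Lr11*-/- than in WT scWAT, with a median log2 fold change of 4.89, which was the same with the 5 genes that were dim in WT taken at their lower bounds. As a list they were higher by camera with its preset correlation of 0.01 between genes (adjusted p = 1.7e-05 over 14 lists in both tissues) and by fry (adjusted p = 0.032), but not by camera with a correlation estimated from the arrays (adjusted p = 0.46). The mean of the list was higher on all 3 *Lr11*-/- scWAT arrays than on all 3 WT scWAT arrays (two-sided exact permutation test, p = 0.1). By gene, 5 of the 9 passed an adjusted p under 0.05 over all probes and 8 when adjusted over the list alone. Of the 9 genes 7 also stand in Supplementary Table 2, which the paper drew from these arrays, so the count over the list alone is not independent evidence. The genotypes did not overlap for 6 of the 9 genes, against 10% by chance.

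*Ucp1* (probe A_51_P426353) had a log2 intensity of −2.08 ± 4.33 (SD, *n*=3) in WT and 8.06 ± 3.19 (SD, *n*=3) in *Lr11*-/- scWAT. Its log2 fold change was 10.14 (SE 1.92, adjusted p = 0.033 from limma). This SE rests on the spread shared by the 4 groups, and in BAT the SD of *Ucp1* was only 0.30 in WT and 0.17 in *Lr11*-/-. The p value in scWAT thus borrows the smaller spread of BAT. The WT arrays stood at −4.63, −4.52 and 2.92 and the *Lr11*-/- arrays at 4.38, 9.75 and 10.05. *Ucp1* was well above background on 2 of the 3 WT arrays, and with the dim array raised to the lowest signal called well above background it was at least 1111-fold higher. Here and below such a bound allows for dim signal only, not for the spread between arrays or another processing. As a log2 ratio of linear group means the rise of *Ucp1* was 7.99, which is less than 1111-fold. *Cidea* rose by a log2 fold change of 8.70 (SE 1.92, adjusted p = 0.040; at least 342-fold), *Adrb3* by 4.89 (SE 1.11, adjusted p = 0.042) and *Ppargc1a* by 4.50 (SE 0.91, adjusted p = 0.037). *Bmp8b* was well above background on 0 of 3 WT and 2 of 3 *Lr11*-/- arrays and rose by 4.03 (SE 0.97, adjusted p = 0.045; at least 4.6-fold), or by 1.47 with normexp on the median signals. The latter is below 4.6-fold, as the bound does not cover another estimate of the background. *Ppara* (5.19, adjusted p = 0.051, at least 30.9-fold), *Elovl3* (6.29, adjusted p = 0.057, at least 49.9-fold), *Dio2* (3.95, adjusted p = 0.092) and *Prdm16* (0.86, adjusted p = 0.40) did not pass the threshold. For *Ppara*, 2 other tested probes gave 2.27 and 4.77, with a smallest limma adjusted p of 0.047. Other probes of *Adrb3* (3.74) and *Ppargc1a* (3.95) passed as well.

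The 5 genes past the threshold kept their direction with each array left out in turn, between 8.86 and 12.64 for *Ucp1*, 6.00 and 10.82 for *Cidea*, 3.16 and 5.92 for *Adrb3*, 3.76 and 5.56 for *Ppargc1a* and 2.86 and 5.37 for *Bmp8b*. Their place past the threshold rested on single arrays. *Ucp1*, *Cidea* and *Ppargc1a* passed only without WT scWAT replicate 1, WT scWAT replicate 3 or *Lr11*-/- scWAT replicate 1, *Adrb3* also without WT scWAT replicate 2, and *Bmp8b* only without WT scWAT replicate 3 or *Lr11*-/- scWAT replicate 1. Over all alternatives the adjusted p ran from 0.0021 to 0.32 for *Ucp1* and from 0.0008 to 0.32 for *Bmp8b*. The median of the list in scWAT was 1.70 between the 2 arrays of the first series, with 8 of 9 genes higher in *Lr11*-/-, and 5.88 within the second series (adjusted p = 0.00025). With the array series as a block the adjusted p of the list was 3.1e-05. Over all alternatives it ran from 1.8e-08 to 0.46.

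**Figure D1:**
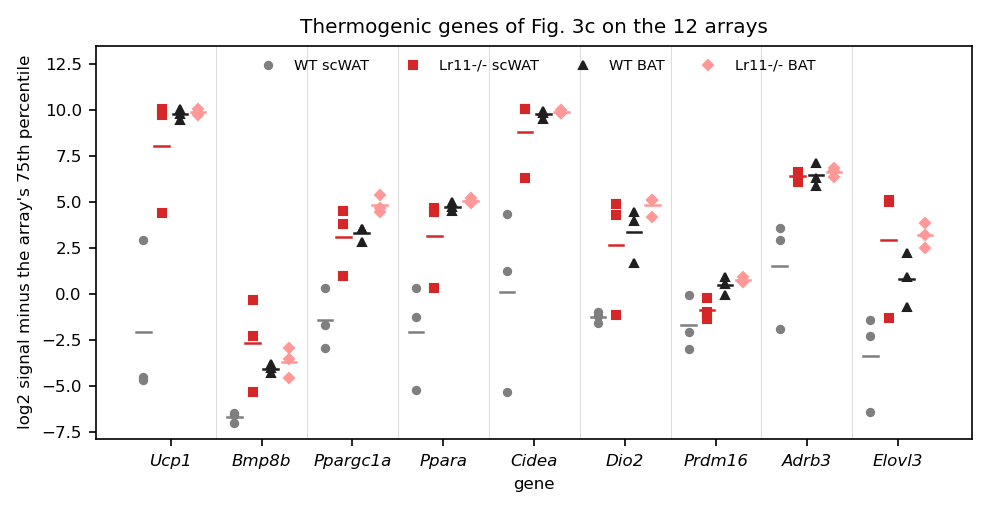
Log2 intensity minus the 75th percentile of the array (vertical axis) for the 9 thermogenic genes of Fig. 3c in WT and *Lr11*-/- scWAT and BAT (horizontal axis). Points are single arrays and bars are the means of 3 arrays; *Ucp1* stands between −4.63 and 2.92 on the WT scWAT arrays and between 4.38 and 10.05 on the *Lr11*-/- scWAT arrays.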

Microarray analysis of gene expression revealed significant increases in thermogenic genes, particularly in *Lr11*^*−/−*^ versus WT scWAT (Supplementary Table 2). 

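In BAT, 6 probes passed an adjusted p under 0.05 in limma, 2 higher and 4 lower in *Lr11*-/-, and 680 probes (2.12%) passed an unadjusted p under 0.05. A limma fit to the BAT arrays alone, without the spread of scWAT, gave 28 probes, with 2278 at an unadjusted p under 0.05. The genotypes did not overlap for 12.1% of the probes, against 10% by chance. With the array series as a block 0 probes passed in limma (774 at an unadjusted p under 0.05), and *Sorl1* had an adjusted p of 0.062. With the slide as a block 1 probe passed. With 1 array left out the number past the threshold was 19 without *Lr11*-/- scWAT replicate 1 and 3 or fewer in the other cases, and 0 without WT scWAT replicate 3, *Lr11*-/- scWAT replicate 2 or any BAT array, where between 450 and 817 probes had an unadjusted p under 0.05. The 9 genes of Fig. 3c had a median log2 fold change of 0.34 in BAT, where all 9 means were higher in *Lr11*-/-. The mean of the list gave p = 0.1 in the two-sided exact permutation test, the smallest possible and the same as in scWAT. The list did not pass the threshold by camera (adjusted p = 0.17), fry (adjusted p = 0.95) or an estimated correlation (adjusted p = 0.83). It passed by camera without *Lr11*-/- scWAT replicate 1 (adjusted p = 0.049) and in a fit to the BAT arrays alone (adjusted p = 0.0048), the range over all alternatives being 0.0048 to 0.95. Within the first and the second array series the list median was 0.36 and 0.19. The number of these genes past an adjusted p under 0.05 in BAT was 0 in limma, over all probes and adjusted over the list alone, and 0 at an unadjusted p under 0.05, the smallest being 0.13 for *Ppargc1a*. These p values use the spread shared with scWAT, where the SD of *Ppargc1a* was 1.62 in WT and 1.86 in *Lr11*-/-. In BAT its SD was 0.40 and 0.47. The p values therefore do not show that an effect in BAT is absent. *Ppargc1a* (log2 fold change 1.52, SE 0.91) and *Elovl3* (2.37, SE 1.72) were the 2 genes whose genotypes did not overlap. The median level of the list was already high in WT BAT, 4.44, 4.00 and 2.84 on the 3 arrays, against 5.07, 4.47 and 5.23 in *Lr11*-/- BAT. In scWAT it was −1.26, −4.52 and 0.32 in WT and 0.32, 4.90 and 4.67 in *Lr11*-/-.

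The difference between the genotype effects in scWAT and in BAT was tested itself as an interaction. The median interaction of the 9 genes was 3.92 on the log2 scale, and the list passed the threshold by camera (adjusted p = 3.8e-05 over 14 lists). This was camera at its preset correlation, and no other set test was run on the interaction. In scWAT itself the list did not pass by camera with an estimated correlation (adjusted p = 0.46). Over all probes 0 passed an adjusted p under 0.05 in limma, where the smallest adjusted p was 0.17, and 3537 probes, or 11.0%, had an unadjusted p under 0.05. The number past an adjusted p under 0.05, 0 with all arrays, was 1193 without *Lr11*-/- scWAT replicate 1, 236 without WT scWAT replicate 3, 1084 with array weights and 890 in the second array series alone. The paper takes the rise of thermogenic genes on the arrays together with its histology, and from both it forms its hypothesis on the metabolic rate of *Lr11*-/- mice.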

Based on histological and microarray data we hypothesized that increased thermogenesis in adipose tissue could explain the increase in metabolic rate in *Lr11*^*−/−*^ mice. Increased expression of known key thermogenic factors was confirmed using quantitative PCR with reverse transcription, including BMP 8b (*Bmp8b*), which we have previously shown to be an important regulator of diet-induced thermogenesis (Fig. 3c)^3^. Similar gene expression changes were observed in canonical BAT, albeit to a lesser extent (Fig. 3d), likely because of the already high levels of thermogenic gene expression making detection of further modest increases more difficult. Other VPS10p or low-density lipoprotein receptor gene family receptors such as Sortilin 1 (*Sort1*) and low-density lipoprotein receptor related protein 1 (*Lrp1*) did not display any significant compensatory regulation in either scWAT or BAT (Fig. 3c,d). No changes to markers of vascular endothelial cells or the smooth muscle cell marker, alpha actin 2 (*Acta2*), were detected in either BAT or subcutaneous WAT of Lr11^*−/−*^ mice (Fig. 3e,f).

### *Lr11* ^*−/−*^ mice are more thermogenic following high-fat diet

Increased thermogenic gene expression in *Lr11*^*−/−*^ mice fed an HFD, coupled with the reduced body weight suggested that *Lr11*^*−/−*^ mice may have increased diet-induced thermogenesis. To functionally address changes in thermogenic capacity in response to increased energy availability, we assessed the thermogenic capacity of *Lr11*^*−/−*^ mice in response to HFD. To eliminate any effect of environmental temperature, mice were housed at thermoneutrality (30 °C) while being fed HFD for 8 weeks before measurement. In this setting, any alterations to maximum thermogenic capacity are driven by diet alone and dependent on functional BAT, as demonstrated previously using mice lacking Ucp1 (ref. 19). *Lr11*^*−/−*^ mice showed a greater increase in energy expenditure from baseline in response to norepinephrine (NE) injection compared with WT littermates, corresponding to ∼12 J min^−1^ (Fig. 4a,b). This demonstrated that HFD-fed *Lr11*^*−/−*^ mice had increased BAT recruitment and thermogenic adaptation to HFD.

### sLR11 inhibits O_2_ consumption in brown adipocytes

Based on the thermoneutral HFD study data we hypothesized that a lack of LR11 allowed animals to mount a disproportionately high thermogenic response to increased sympathetic nervous system stimulation following an increase in caloric intake. Primary brown adipocytes (which normally have high endogenous thermogenic capacity) from WT and *Lr11*^*−/−*^ mice were cultured and differentiated in the presence or absence of purified sLR11 (ref. 20). Functional thermogenic capacity was assessed by NE-induced cellular respiration, as NE is the major signal from the sympathetic nervous system that stimulates thermogenesis in brown adipocytes^21^. Differentiated WT and KO adipocytes showed similar basal respiration levels but primary adipocytes from BAT of *Lr11*^*−/−*^ mice showed a greater response to NE stimulation compared with cells from WT mice (Fig. 4c). Conversely, treatment of *Lr11*^*−/−*^ cells with sLR11 almost completely ablated the enhanced effect of NE stimulation on oxygen consumption (Fig. 4d) and sLR11 significantly reduced lipolysis in WT brown adipocytes, as indicated by glycerol release in response to maximum stimulation with NE (Fig. 4e). Opposite to tissues lacking LR11, sLR11 treatment of WT primary brown adipocytes resulted in a significant reduction in expression of multiple genes essential for thermogenesis, including *Ucp1*, *Pgc1β* and β3 adrenergic receptor (*Adrβ3*) (Fig. 4f).

### sLR11 inhibits thermogenesis via the BMP/Smad pathway

Bmp7 and its downstream signalling cascade, which requires phosphorylation of Smad proteins, has been identified as a key mechanism regulating the formation of BAT and recruitment of ‘beige' adipocytes within WAT^22^,^23^,^24^,^25^. To examine whether LR11 was interacting with this mechanism to regulate the observed browning of scWAT, we differentiated primary adipocytes from scWAT of WT and *Lr11*^*−/−*^ mice in the presence of recombinant BMP7. BMP7 is a known driver of thermogenic development and, as a member of the TGFβ superfamily, signals through BMP receptors (BMPR) to increase phosphorylation of intracellular Smad proteins^25^. Cells lacking LR11 displayed a significantly greater increase in thermogenic gene expression in response to BMP7, and this response was completely blocked in cells of both genotypes by treatment with sLR11 (Fig. 5a–c). Phosphorylation of Smads 1, 5 and 8 following BMP7 treatment of primary adipocytes was also greatly reduced by sLR11 co-treatment (Fig. 5d). sLR11 treatment was also blocked downregulation of the BMP receptor *Bmpr1b*, observed after BMP7 treatment (Fig. 5e,f) and significantly reduced phosphorylation of SMAD3 in adipocytes following stimulation with TGFβ (Fig. 5g). Further evidence for the ability of sLR11 to directly inhibit the BMP signalling pathway was provided by an immunoprecipitation assay, which showed that sLR11 was able to bind BMPR1a and BMPR1b, but not BMPR2 (Fig. 5h). Finally, reduced expression of either BMPR1a or BMPR1b in cultured brown adipocytes was sufficient to negate the repressive action of sLR11 on *Ucp1* expression (Fig. 5i).

The cytoplasmic domain of LR11 has also been shown to function as a transcription factor^26^, leading us to test whether LR11 could regulate the transcriptional activity of known thermogenic response elements. Overexpression of LR11 resulted in a small but significant reduction in transcription driven by the *Bmp8b* promoter, a thyroid response element and the *Ucp1* promoter enhancer, but not by the *Ucp1* core promoter (Supplementary Fig. 1). We next examined the physiological regulation of LR11 and found its gene expression to be regulated in line with thermogenic activation, decreasing in both BAT and scWAT as environmental temperature rose from cold to thermoneutrality (Fig. 6a). Serum sLR11 levels followed the same pattern, reaching their highest point at 5 °C when thermogenesis is maximally activated in mice (Fig. 6b). *Lr11* mRNA was also regulated by changes to energy availability in a pattern identical to thermogenesis, increasing in the fed state and declining after fasting (Fig. 6c).

### sLR11 levels correlate with BMI and adiposity in humans

Finally, to test the relevance of our findings to human metabolism and as LR11 is highly expressed in adipose tissue, we examined the relationship between adiposity and sLR11 in two cohorts of patients. In 156 subjects with sleep apnoea (Supplementary Table 4), circulating sLR11 levels were positively correlated with age, BMI, visceral (VFA) and subcutaneous fat areas (SFA), and HbA1c and negatively correlated with smoking and high-density lipoprotein (HDL) cholesterol (Fig. 6d–f and Table 2). Multiple regression analysis of these variables showed that sLR11 levels were not significantly associated with any of them but tended to associate most with VFA, independently of other factors (Table 2). A second study of 25 patients with type 2 diabetes mellitus or glucose intolerance-associated metabolic disorders (Supplementary Table 5) showed a similar significant correlation between BMI and sLR11 levels (Fig. 6g). Importantly none of the other measured characteristics of these subjects, such as age, HbA1c or cholesterol levels, showed any correlation with sLR11 (Supplementary Table 5). This further suggested that overall body weight, and thus adiposity, was the major determinant of sLR11 levels in humans. In a third study of 14 obese patients who underwent bariatric surgery, post-operative sLR11 levels were significantly reduced after 12 months, concomitantly with reductions to BMI, VFA and SFA (Table 3). The percentage reduction in sLR11 was positively correlated with that of VFA and SFA (Fig. 6h,i). Multiple regression analysis of the two significant correlates, VFA and SFA, showed no significance between their respective contributions to the relationship (Table 3), suggesting that overall fat mass, regardless of its distribution, was driving the correlation.

## Discussion

Our data demonstrate a role for sLR11 as a negative regulator of thermogenesis, acting through the BMP/Smad pathway in adipose tissue to suppress activation of thermogenic machinery and inhibit transcription of key thermogenic genes. LR11 is regulated in tissues with inherent/adaptive thermogenic capacity, in response to changes in environmental temperature and diet, but not in other metabolic tissues such as liver (Fig. 6a). In absence of any endogenous LR11, nutritional stimuli that induce thermogenesis in scWAT are left unchecked, leading to increased recruitment of brown adipocytes, reduced lipid accumulation, hypermetabolism and overall leanness.

Our *in vitro* data support a cell-autonomous role of sLR11 in regulating adipose tissue responses to increased energy availability. This is suggested by the peptide's ability to suppress the known thermogenic signalling pathways and the lack of any significant change to energy balance on a standard chow diet. Neurological roles for LR11 have been previously described, although we hypothesize that if LR11 is required to maintain a central circuit regulating metabolic rate, it would be expected that its ablation would yield a consistent phenotype across environmental conditions. Instead metabolic rate changes only become apparent in *Lr11*^*−/−*^ mice fed HFD, when sympathetic tone to BAT and WAT depots increases and adaptive changes occur to strike a new balance between lipid oxidation and storage. In the absence of LR11 and thus sLR11, increased energy availability results in increased DIT in adipose tissue but without the appropriate anabolic response. Where WT mice are able to store additional calories as triglyceride, *Lr11*^*−/−*^ mice can only increase the metabolic arm of the response and burn them. However, even on a chow diet there is a slight tendency for *Lr11*^*−/−*^ mice to be lighter and consume slightly less food (Fig. 1g–i and Fig. 2a) and it is also highly likely that DIT is itself regulated by discrete neuronal pathways that mediate alterations to sympathetic activation of thermogenic tissues. Therefore we cannot rule out based on our current data, that LR11 may also play a central role in the initiation and maintenance of metabolic responses and energy balance.

LR11 has also been previously shown to increase vascular smooth muscle cell migration in response to injury^11^. We did not observe any alteration to vasculogenesis or angiogenesis in *Lr11*^*−/−*^mice, suggesting that perturbations in these processes are not causative of the hypermetabolic phenotype. Similarly, the documented ability of LR11 to regulate LPL activity^15^ was not evident as a mechanism by which its deletion led to hypermetabolism in our model (Fig. 2l). Our data also suggest that sLR11 levels are dependent on adipose mass in humans, increasing in line with fat mass. Clinical interventions such as bariatric surgery that lead to reductions in adiposity, also lower sLR11 levels (Table 3 and Fig. 6h,i), potentially contributing to the observed increase in metabolic rate in such patients^27^,^28^. The fact that the strongest correlation in all human subjects is between sLR11 and visceral and SFA, rather than BMI is further evidence that adipose tissue is the main site of sLR11 production and secretion.

We identify LR11 as a key metabolic regulator, which functions to maintain the adequate balance between lipid storage and oxidation in response to changing environmental conditions and particularly when thermogenic activity is increased in capable tissues. This mechanism might be exploited for anti-obesity therapies or conversely, for the treatment of conditions such as anorexia nervosa or cachexia. The apparent anabolic role of sLR11 may also be relevant for understanding its prior implication in cardiovascular disease and Alzheimer's disease^29^,^30^. While an increasing number of factors and pharmacological molecules exist that either increase the number of brown adipocytes or their thermogenic capacity^9^,^31^, only a small number of negative regulators are apparent, namely nuclear receptor-interacting protein 140 (Rip140) and the diurnally regulated Rev-erbα (refs 32, 33). It seems likely that other negative regulators must exist to ensure effective control of this energy-expensive mechanism and to ‘fine tune' the thermogenic response. Before our study, a lipoprotein receptor-mediated mechanism for regulation of BMP signalling in the regulation of thermogenesis has not been described.

## Methods

### Animals and diets

Unless otherwise stated, all data are from work on males (8–16 weeks of age). C57Bl6/J mice were purchased from Charles River. *Lr11*^*−/−*^ mice were generated as previously described^11^ on a C57Bl6/J background and compared to WT littermates. Unless stated, mice were housed in a temperature-controlled room (22 °C) with a 12-h light/dark cycle with free access to diet and water. Standard chow or HFD was administered *ad libitum* from weaning until indicated. High-fat diet consisted of 60% calories from fat (D12492, Research Diets, NJ, USA) unless otherwise stated. Thermoneutrality involved housing mice at 30 °C in a normal home cage environment. All animal procedures were approved by either the UK Home Office or the Special Committee on Animal Welfare, School of Medicine, at the Inohana Campus of Chiba University.

### Calculation of energy expenditure

Animals were placed in a monitoring system based on their home cages (Creative Scientific, Canterbury, UK) with the ability to measure oxygen and carbon dioxide concentrations using a system (Minimox) designed by Peter Murgatroyd (University of Cambridge)^34^. Oxygen consumption and carbon dioxide production was measured, with samples taken at 18 min intervals over a 48-h period. Energy expenditure was then calculated using indirect calorimetry with the Elia and Livesey constant^35^. Energy expenditure is expressed as J min^−1^ per mouse using an adjusted mean body weight. This was obtained using analysis of covariance with weight as the covariate, a robust method for comparison of groups with divergent body weight and composition^36^. High-fat diet consisting of 45% calories from fat (D12451, Research Diets, NJ, USA) was used for the calorimetric study as the consistency of the 60% fat diet is not compatible with the food hoppers in the measurement system.

### Serum biochemistry

Murine serum triglycerides and glucose concentrations were measured using Triglyceride E-test kit and glucose CII kit, respectively (Wako chemicals, Osaka Japan), according to the manufacturer's instructions. Serum insulin levels were measured using ultrasensitive ELISA kit (Morinaga, Yokohama, Japan) according to the manufacturer's instruction.

### Microarray

The four RNA sources, WT scWAT, *Lr11*^*−/−*^ scWAT, WT BAT and *Lr11*^*−/−*^ BAT, were prepared from subcutaneous WAT and BAT from WT mice and *Lr11*^*−/−*^ mice, respectively (*n*=3 each). Microarray analyses were performed by Takara Bio (Japan). Briefly, cyanine-3-labelled cRNA was prepared from 0.1 μg total RNA using the Low Input Quick Amp Labeling kit (Agilent) according to the manufacturer's instructions, followed by RNAeasy column purification (QIAGEN, Valencia, CA). Dye incorporation and cRNA yield were checked with the NanoDrop ND-2000 Spectrophotometer. An amount of 0.6 μg of cyanine-3-labelled cRNA was then fragmented at 60 °C for 30 min in a reaction volume of 25 μl containing 1 × Agilent fragmentation buffer and 2 × Agilent blocking agent following the manufacturer's instructions. On completion of the fragmentation reaction, 25 μl of 2 × Agilent hybridization buffer was added to the fragmentation mixture and hybridized to Agilent Mouse GE 8x60K Microarray for 17 h at 65 °C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed 1 min at room temperature with GE Wash Buffer 1 (Agilent) and 1 min at 37 °C GE Wash buffer 2 (Agilent), then dried immediately by brief centrifugation. Slides were scanned immediately after washing on the Agilent DNA Microarray Scanner (G2565CA) using one colour scan setting for 8 × 60 k array slides (scan area 61 × 21.6 mm, scan resolution 3 μm, dye channel is set to Green PMT to 100%). The scanned images were analysed with Feature Extraction Software 10.10 (Agilent) using default parameters to obtain background-subtracted and spatially detrended processed signal intensities. The gene-tree analysis revealed six clusters based on the expression pattern of the four RNA sources. The gene expression pattern with Cluster 6: WT scWAT<*Lr11*^*−/−*^ scWAT<or=WT BAT=or<*Lr11*^*−/−*^ BAT was dominant compared with other patterns. 

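The order of the 4 group means was counted over the 13149 tested probes whose means spanned at least 1 on the log2 scale, without a test. The order WT scWAT, *Lr11*-/- scWAT, then both BAT groups in either order was that of 5113 probes (38.9%). The reverse order, with WT scWAT highest, was that of 3993 probes (30.4%). With the genotypes of scWAT exchanged the same patterns held 312 (2.37%) and 401 probes (3.05%). Counted singly, the most frequent of all orders from low to high was WT scWAT, *Lr11*-/- scWAT, WT BAT, *Lr11*-/- BAT, with 3664 probes (27.9%), and its exact reverse followed with 2572 (19.6%). Average linkage of the group means on 1 minus Pearson's correlation, divided into 6 clusters, put 6361 probes (48.4%) in a cluster whose means followed the order of cluster 6, with 79.9% of these probes in that order themselves, and 6097 probes (46.4%) in a cluster of the reverse order. The other 4 clusters held 384, 125, 87 and 95 probes. The settings of the paper's gene tree are not named in its text. The share of probes in the order of cluster 6 was 25.3% without *Lr11*-/- scWAT replicate 1 and 24.3% without scaling between arrays.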

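All 100 probes that the paper lists from cluster 6 were on the array and 96 of them were tested. Their median log2 fold change between *Lr11*-/- and WT scWAT was 3.81, with a range of 1.36 to 10.14, and all 96 were above 0. The paper's own log2 ratios have a median of 6.83 and run from 5.76 to 15.04. In limma 31 of the 96 passed an adjusted p under 0.05, and 42 were higher on all 3 *Lr11*-/- scWAT arrays than on all 3 WT scWAT arrays, where chance leaves 10% without overlap in either direction. As the list was chosen on these arrays, it was not tested against chance. Its median was 2.55 without WT scWAT replicate 2 and 4.75 without *Lr11*-/- scWAT replicate 1. Of the 96 probes, 0 passed in limma without *Lr11*-/- scWAT replicate 2 (61 at an unadjusted p under 0.05) and 62 without *Lr11*-/- scWAT replicate 1, the number at an unadjusted p under 0.05 with all arrays being 74. Between the arrays of the first series the median log2 fold change was 1.12. On the WT scWAT arrays, 42 of the 100 probes were well above background on all 3, 50 on some and 8 on none. Of the 100 probes with the largest log2 fold change in scWAT, 55 were in the table. By group means 68 of its probes followed the order of cluster 6, with *Lr11*-/- scWAT below both BAT groups. The median log2 fold change of the listed probes in BAT was 0.12.

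Per array, the median log2 intensity of the 100 probes was −1.16, −4.78 and −0.28 in WT scWAT and 0.73, 2.81 and 2.69 in *Lr11*-/- scWAT. In BAT it ran from 2.28 to 2.79 in WT and from 2.71 to 2.82 in *Lr11*-/-. Among the first 10 genes of the table, *Acsm3* rose by a log2 fold change of 8.09 (adjusted p = 0.021; at least 162-fold), *Slc27a2* by 6.97 (adjusted p = 0.021; at least 92.9-fold) and *Mfsd2a* by 5.69 (adjusted p = 0.035; at least 33.5-fold). With each array left out in turn, *Mfsd2a* passed the threshold only without WT scWAT replicate 1, WT scWAT replicate 3 or *Lr11*-/- scWAT replicate 1 (log2 fold changes of 5.66, 6.82 and 6.11), and *Acsm3* and *Slc27a2* failed it only without *Lr11*-/- scWAT replicate 2 (8.01 and 6.56) or 3 (7.78 and 6.36). In a fit to the scWAT arrays alone all 3 genes failed it (adjusted p = 0.32, the highest of their alternatives; the lowest were 3.9e-05 for *Acsm3*, 0.0018 for *Slc27a2* and 0.0059 for *Mfsd2a*). *Fabp3* (6.75, adjusted p = 0.075), *Cox8b* (6.17, adjusted p = 0.082) and *Thrsp* (5.47, adjusted p = 0.075) did not pass.

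**Figure D2:**
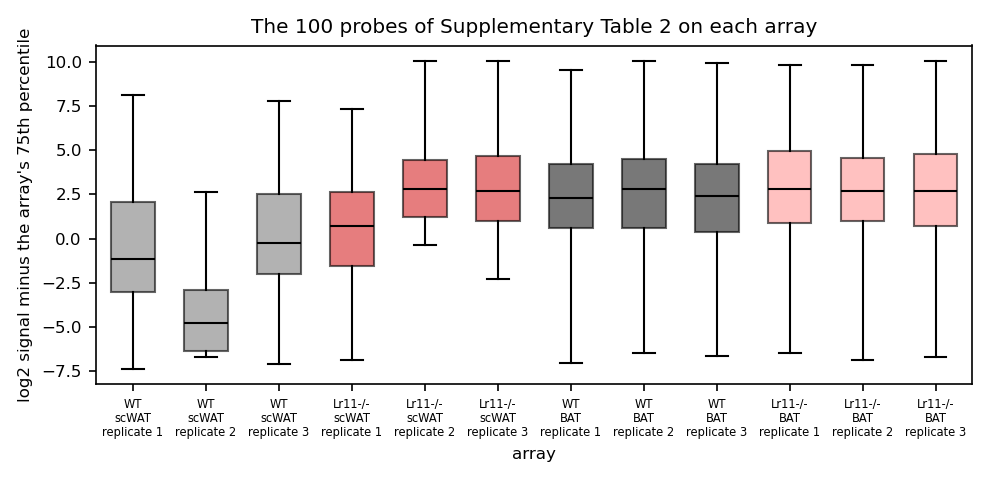
Log2 intensity minus the 75th percentile of the array (vertical axis) of the 100 probes listed in Supplementary Table 2, on each of the 12 arrays (horizontal axis). Boxes span the quartiles with the median as a line and whiskers reach the lowest and highest probe; the median is −4.78 on WT scWAT replicate 2 and between −1.16 and 0.73 on the other WT scWAT arrays and *Lr11*-/- scWAT replicate 1.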

The top 100 genes of *Lr11*^*−/−*^ scWAT>WT scWAT in cluster 6 were listed and summarized (Supplementary Table 2).

### Quantitative PCR with reverse transcription

Total RNA was isolated from cells or using Buffer RLT and purified by RNeasy Mini columns (Qiagen). RNA was isolated from ground tissues using STAT-60 reagent (TEL-TEST) followed by chloroform extraction and isopropanol precipitation. Complimentary DNA was generated from 500 ng of RNA using M-MLV reverse transcriptase and master mix (Promega) in a 20 μl reaction mixture with 2.5 mM MgCl_2_, 1.25 mM dNTPs and 5 μg ml^−1^ random hexamers at 37 °C for 1 h. Complementary DNA was diluted 75-fold and 5 μl of diluted complementary DNA was used in a 12 μl real-time PCR reaction mixture using TaqMan primers and probes or SYBR green reagent (Applied Biosystems) according to manufacturer's instructions. Reactions were run in duplicate for each sample and quantified in the ABI Prism 7900 sequence detection system (Applied Biosystems). Data are expressed as arbitrary units where expression of target genes are corrected using the geometric average of four housekeeping genes: 18S, β2-microglobulin, β-actin and 36B4 using Bestkeeper (freeware). Sequences of primers and probes used are listed in Supplementary Table 3.

### Tissue collection and histology

All animal tissues for protein or RNA extraction were snap frozen in liquid nitrogen at the time of collection unless otherwise stated and later ground to a fine powder using a sterile pestle and mortar on liquid nitrogen. Samples for histology were placed in 10% buffered formalin overnight before transfer to 70% ethanol and later embedding in paraffin. Multiple sections were stained with haematoxylin and eosin for morphological analysis.

### Immunohistochemistry

Paraffin-embedded sections (5 μm) were used for immunohistostaining. Deparaffinized sections were pretreated with 0.3% H_2_O_2_ to inactivate endogenous peroxidase. Slides were stained in the presence of 3% bovine serum albumin (BSA) with antibody against UCP1 (1:50 dilution) at 23 °C for1 h followed by horseradish peroxidase-conjugated anti-rabbit IgG secondary antibodies (Molecular Probes) at 1:200 dilution. The slides were counterstained with haematoxylin. Controls with non-immune rabbit IgG were conducted in parallel with each immunoassay procedure.

### Western blot

Powdered tissue or collected cultured cells were resuspended in lysis buffer (20 mM Tris-HCL, 150 mM NaCl, 1 mM EGTA, 1 mM EDTA, 1% Triton X-100, pH7.5) with added protease and phosphatase inhibitor cocktails according to manufacturers instruction (Sigma). After lysis, lysates were cleared by centrifugation at 10 000*g* for 10 min at 4 °C. Protein concentrations of the supernatants were determined by D_c_ Protein assay (Bio-Rad). Proteins were diluted in Laemmli buffer with 1% 2-mercaptoethanol. Proteins (20 μg) were separated by SDS–polyacrylamide gel (10%) electrophoresis and transferred to Immobilon-P membrane using a semi-dry transfer apparatus (Biorad). Membranes were blocked for 1 h at room temperature and incubated overnight at 4 °C with the indicated antibody. Bound primary antibodies were detected using peroxidase-coupled secondary antibodies and enhanced chemiluminescence (Amersham). Relative quantification of band intensities was calculated by digitally photographing exposed films and using Genesnap and Genetools software (Syngene). Uncropped scans of blots are shown in Supplementary Fig. 2.

### SMAD assays

Cultured fully differentiated adipocytes derived from the subcutaneous fat tissues of wild-type or Lr11^−/−^ mice in the presence of BMP7 for the first 2 days were prepared. After serum depletion for 16 h, the cells were incubated with or without 3.3 nM BMP7 or 2 ng ml^−1^ TGF-b in the presence or absence of 10 ng ml^−1^ sLR11 for 30 min, and then collected for the following western blot analyses. Cells were washed three times with phosphate-buffered saline (PBS) and harvested in RIPA buffer containing 0.01 mM APMSF. For immunoblotting, equal amounts of solubilized protein was subjected to 10% SDS−polyacrylamide gel after heating to 95 °C for 5 min under reducing conditions and transferred to a nitrocellulose membrane.

### Immunoprecipitation

An amount of 100 μg of membrane protein was mixed with 1 μg of anti-human LR11 antibody M3 or control IgG, and rotated for 1 h at 4 °C. The LR11/BMPRs/antibody complex was precipitated by protein A Sepharose. The proteins were released into 25 μl SDS sample buffer by heating to 95 °C for 10 min, and applied for western blot analysis using anti-BMPR1A, BMPR1B or BMPR2 antibody as described.

### Antibodies and recombinant and purified proteins

Monoclonal antibodies against phospho-SMAD1/5/8 (#9511, Lot#14, 1:1,000), SMAD3 (#C25A9, Lot#13, 1:1,000) and BMPR2 (#6979, Lot#1, 1:1,000) were obtained from Cell Signaling. Monoclonal antibodies against BMPR1A (MAB2406, Lot#UEJ0112071, 1 μg ml^−1^) and BMPR1B (MAB505, Lot#DGD0410091, 1 μg ml^−1^) were obtained from R&D Systems. Monoclonal Antibody to β-Actin was obtained from Sigma Aldrich (#A2228, Lot#052M4816V, 1:1,000). Rabbit polyclonal antibody against UCP1 was obtained from Abcam (ab23841, Lot#GR34748-1, 5 μg ml^−1^). Recombinant human BMP7 (354-BP, Lot#EOS1914031, 3 nM l^−1^) was obtained from R&D Systems. Soluble form of LR11 protein (sLR11) was purified from the medium incubated with Colo201 (B226, JCRB Cell Bank, Osaka, Japan) by affinity column using monoclonal antibody against sLR11, followed gel filtration as previously described^20^. Purified sLR11 was concentrated and used for experiments at a concentration of 10 ng ml^−1^, estimated from its biological activity in stimulating the migration of smooth muscle cells as previously described^11^.

### Culture of adipocytes

Mouse primary adipocytes were obtained from either BAT or subcutaneous WAT by excision of the fat pad followed by mincing with sterile surgical scissors and digestion at 37 °C with shaking for ∼35 min (10 ml Hanks buffered salt solution, 2% BSA, 2 mg ml^−1^ Type 2 collagenase (C6885, Sigma). Digests were filtered through a 100 μM filter and left to sit on ice for 10 min. The upper fat layer was removed and then the upper 2/3 of the supernatant washed twice in PBS before being plated. Cells were maintained and differentiated in Dulbecco's modified Eagle's medium with 10% fetal bovine serum, 20 mM L-glutamine, 100 units ml^−1^ penicillin and 100 μg ml^−1^ streptomycin with 150 μM sodium ascorbate and 4 nM insulin in the presence of 1 nM 3, 3′, 5-Triiodo-L-thyronine at 37 °C in 5% CO_2_. After 8 days, cells were fully differentiated (validated by gene expression profiles and morphological appearance), and if BMP7 and/or sLR11 were added, 3.3 nM BMP7 was present in the culture media for the first 2 days and/or 10 ng ml^−1^ sLR11 was present throughout the culture period. Cultures were routinely tested for the presence of mycoplasma contamination and decontamination/rederivation performed when necessary. Human primary preadipocytes were prepared from the stromal vascular fraction of fat tissues and cultured as described^37^. The procedures were approved by the Ethical Committee on human study, Toho University Sakura Medical Center.

### Transfection of cultured brown adipocytes with siRNA

Cultured brown adipocytes were transfected with siRNA (25 nM) specific for BMPR1A (L-040598-00-0005, Dharmacon, GE healthcare) or BMPR1B (L-051071-00-0005, Dharmacon), or with control siRNA (D-001810-10-05, Dharmacon) for 3 days according to manufacturer's instruction protocol ( https://dharmacon.gelifesciences.com/uploadedFiles/Resources/basic-dharmafect-protocol.pdf) for the siRNA transfection reagent (T-2001-01, Dharmacon), and then incubated with differentiation media for mature brown adipocytes for 2 days. After serum depletion for 16 h, the cells were incubated with or without sLR11 at 10 ng ml^−1^ for 2 h, and used for real-time PCR analyses.

*Cell lines*. Hek 293 cells were obtained from Sigma (product number 85120602). While cells were not independently authenticated, this was not a major concern as they were used only for the luciferase reporter assays and have been routinely used in our laboratory for multiple previous similar experiments without problems. Grossly the cells behaved as expected in terms of their growth and morphology and their viability and transfection efficiency were found to be excellent. As for primary cultures, cultures were routinely screened for mycoplasma contamination.

*LPL activity assay*. This assay was performed as previously described^38^. Briefly, the culture medium for adipocytes cultured for 16 h without fetal bovine serum were collected and the LPL activity was measured as below using triolein (Sigma, St Louis, MO) as the substrate. The substrate solution was prepared as follows: 100 mg of triolein and 7.5 ml of 0.2% Triton X-100 at a final volume of 7.5 ml of 1 mole l^−1^ Tris-HCl (pH 8.0) were sonicated on ice for 10 min. The LPL activity assay reaction mixture contained 50 μl of substrate solution, 25 μl of 20% fatty acid-free bovine serum albumin (pH 8.0; Sigma), 5 μl of HDL (3 mg protein ml^−1^) as a source of apo C-II and 100 μl of sample. After incubation for 2 h at 37 °C, the enzyme reaction was terminated by the addition of 10 μl of di-isopropylfluorophosphate. The amount of free-fatty acids released in the mixture was measured at 4 °C using an enzymatic method (Nescauto NEFA V2; Alfresa Pharma, Osaka, Japan).

### Cellular respiration

Differentiated primary adipocytes were placed in a XF24 bioanalyser (Seahorse Bioscience, MA, USA) in the manufacturer's designated culture/assay plate (each plate was seeded with an equal number of cells from a pool of primary adipocytes from two animals). Basal cellular respiration was measured over a period of 15 min using the oxygen consumption rate (OCR) measurement assay template. An amount of 100 nM NE was then added to the assay medium (XF assay medium, Seahorse) and respiration measured for a further 15 min using OCR measurement template. Basal and stimulated oxygen consumptions reported are the mean of three separate OCR measurements per well.

### NE-induced thermogenesis

Two individually housed mice (litter mates) were monitored simultaneously at an airflow of 1 l min^−1^. HFD-fed mice housed at thermoneutrality for 8 weeks before assessment were anaesthetized with pentobarbital (45 mg kg^−1^ i.p.). The oxygen consumption and carbon dioxide production of the mice was measured at 30 °C to obtain basal values during 15 min. Thereafter the mice were removed from the metabolic chambers for 6 min and injected subcutaneously with NE (1 mg kg^−1^) before being returned to the metabolic chambers for 45 min. Energy expenditure was calculated as described above but presented as the fold increase or mean increase, thus not requiring covariate analysis.

### Clinical study

Study 1 subjects consisted of 156 consecutive patients with sleep apnoea syndrome and study 2 consisted of 25 consecutive patients with type 2 diabetes mellitus or glucose intolerance-associated metabolic disorders at Toho University Sakura Medical Center or Yanbian University Hospital. Blood samples were collected in the morning after an overnight fast, and the biochemical data were measured using standard hospital laboratory techniques. The potential risk factors for diabetes and atherosclerosis were analysed, including age, sex, BMI, VFA and SFA, blood lipids and HbA1c for both studies; smoking, medication of diabetes, medication of hypertension, medication of dyslipidemia, history of coronary artery disease and history of cerebrovascular diseases for Study 1; fasting plasma glucose and systolic and diastolic blood pressures for Study 2. In Study 3, 14 obese subjects received bariatric surgery at Toho University Sakura Medical Center, and their VFA and SFA were measured before and 12 months after the surgery. The body weights of all patients decreased 1 year after surgery compared with those before surgery. Visceral fat areas and SFA were measured at umbilical levels of patients using computed tomography. Hypertension was defined as systolic pressure of more than 140 mm Hg or diastolic pressure of more than 90 mm Hg. Diabetes mellitus was defined as a fasting blood glucose level of more than 126 mg dl^−1^, glycosylated haemoglobin (HbA1c) of more than 6.2%, or both. Dyslipidemia was defined as serum total cholesterol of more than 220 mg dl^−1^ and triglycerides of more than 150 mg dl^−1^ in the fasting state, or both, and HDL cholesterol <40 mg dl^−1^, or a combination thereof. The patients suffering from possible malignant diseases, Alzheimer's disease, renal diseases or hepatic diseases were excluded in the study subjects. The procedures of the above human studies were approved by the Human Investigation Review Committee on human study, Toho University Sakura Medical Center or Yanbian University Hospital. Informed consent was obtained from all subjects.

### sLR11 measurement

Serum sLR11 concentrations were determined using a sandwich ELISA system. 12.5 μl of human and 2.5 μl of murine serum were used for the measurement of sLR11 by respective ELISA. Human serum sLR11 concentrations were determined using a revised procedure based on sandwich ELISA system previously reported^39^. In brief, 12.5 μl of human serum were diluted eight-fold with 1% BSA in PBS containing 0.1% Tween 20 (PBST), reacted with the capture anti-LR11mouse monoclonal antibody M3 F(ab′)2 for 2 h, then incubated with a biotinylated capture anti-LR11 rat monoclonal antibody R1 for 1 h. A murine serum soluble LR11 ELISA was performed using two mouse monoclonal antibodies, Mab93222 and Mab93213 that were established by immunization of *Lr11*^*−/−*^ mice using synthetic peptides against different epitopes of VPS10p domain of LR11 protein^40^. Briefly, 2.5 μl of murine serum were diluted 20-fold with 1% BSA in PBST, reacted with the capture Mab93222 for 2 h, and then incubated with the biotinylated capture Mab93213 for 1 h. The LR11-antibody complex was quantified with horseradish peroxidase-conjugated streptavidin using purified human and rabbit LR11 protein as a standard.

*Power calculations*. Group sizes were calculated using STPLAN software created by Barry Brown from the University of Texas MD Anderson Cancer Center. We have used mean values and standard deviations obtained from preliminary data from studies in *Lr11*^*−/−*^ mice. In this instance we expected effect sizes ranging down to 30% and aimed to obtain statistical significance of *P*<0.05 at a power of 0.9. With the expected s.d. of up to 12% and thus planned to include a minimum of seven animals/group for *in vivo* studies.

*Exclusion criteria*. Animals were excluded if their phenotypic characteristic fell more than two s.d. from the mean of the group. In practice only two animals were excluded from two separate parts of this study.

*Randomization and blinding*. No formal randomization was applied, but for diet studies, animals of each genotype were grouped so as to match mean starting bodyweights of chow and HFD groups. The researchers were not blinded as to the genotype of the animals as this was not practical because of the weight divergence phenotype. All measurement of gene expression and serum biochemistry was conducted by a researcher who was blinded for the experimental groups' identities.

### Statistics

Statistical analysis was performed with SPSS statistics version 23 (IBM) or Stat Flex v. 5.0 (Artech). Data was tested for normality and a Levene test for equality of variance was also applied to all data sets before parametric tests were applied. *P* values were not applied to exploratory initial studies where only the null hypothesis was being tested, only where an *a priori* hypothesis had been defined and informed the study. Associations of sLR11 levels with risk factors were examined by Pearson correlation analysis for continuous variables and by unpaired *t*-test for categorical variables between groups (sex, smoking, medication of diabetes, hypertension or dyslipidemia and history of coronary artery disease or cerebrovascular disease). The study subjects were principally separated to two groups based on the averaged values. In clinical studies, multiple linear regression analyses were used to calculate coefficient beta for sLR11 by controlling for age, smoking, HDL-cholesterol, HbA1c, BMI, VFA and SFA for study 1, and VFA and SFA for the study of patients that received bariatric surgery (study 3), which are significantly correlated with sLR11.

## Additional information

**Accession codes:** Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession codes GSE69117.

**How to cite this article:** Whittle, A. J. *et al*. Soluble LR11/SorLA represses thermogenesis in adipose tissue and correlates with BMI in humans. *Nat. Commun.* 6:8951 doi: 10.1038/ncomms9951 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-2 and Supplementary Tables 1-5.

## Figures and Tables

**Figure 1:**
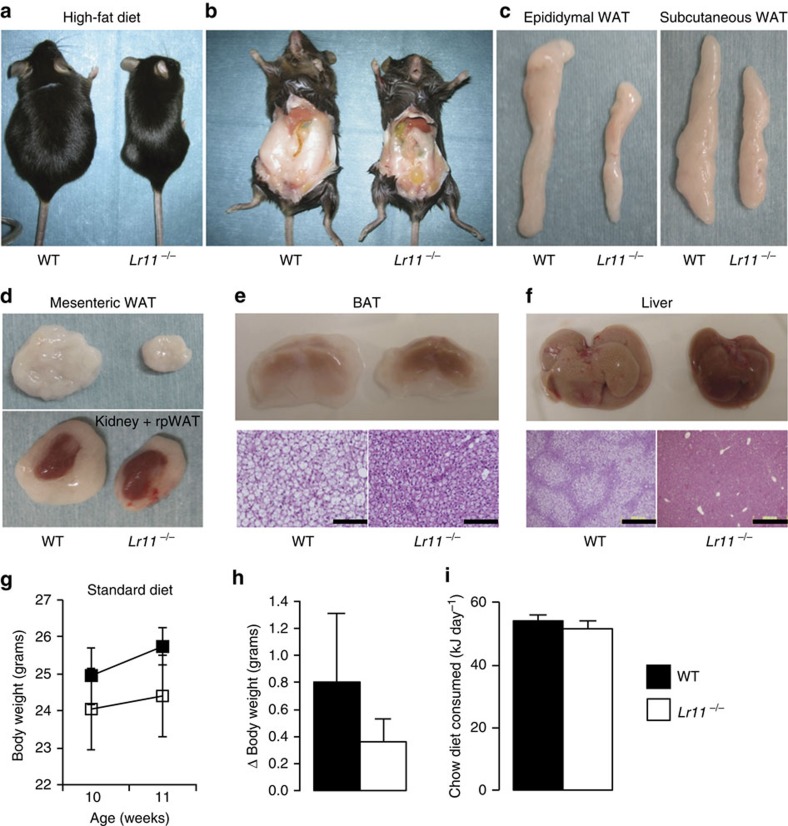
*Lr11*^*−/−*^ mice display reduced adiposity when fed a HFD. (**a**) Representative images of body size, (**b**) intra-abdominal fat, (**c**,**d**) separate white adipose depots and (**e**) brown adipose tissue and (**f**) livers with haematoxylin and eosin staining of histological sections from mice fed HFD from 8 to 16 weeks of age; scale bars, 200 μm. (**g**) Body weight, (**h**) change in body weight and (**i**) energy consumed in WT and *Lr11*^*−/−*^ mice over the course of 1 week being fed standard chow while single housed, *n*=5, data represented as means±s.e.m. (see also Table 1 and Supplementary Table 1).

**Figure 2:**
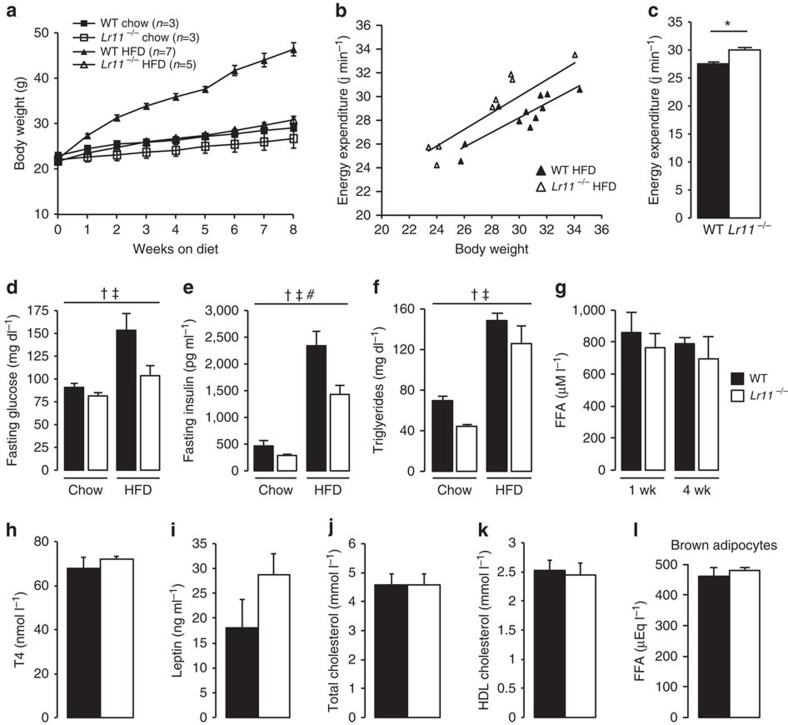
*Lr11*^*−/−*^ mice are hypermetabolic with improved serum biochemistry. (**a**) Growth curves of wild-type and *Lr11*^*−/−*^ mice fed chow and HFD from 8 to 16 weeks. (**b**) Indirect calorimetry expressed as a scatter plot showing the correlation between energy expenditure and body weight for single-housed, 12-week-old wild-type (*R*^2^=0.75) and *Lr11*^*−/−*^ (*R*^2^=0.74) mice fed HFD (60% fat) from 8 to 16 weeks; and in (**c**) also expressed as an adjusted mean energy expenditure for an adjusted mean body weight of 29.29 g, *P*-value obtained using analysis of covariance, *n*=8–11. (**d**) Fasting glucose, (**e**) fasting insulin, (**f**) fasting serum triglycerides following 8 weeks of diet administration from 8–16 weeks old. (**g**) Fasting free-fatty acids following 1 and 4 weeks of HFD from 8-weeks-old mice and (**h**–**k**) serum measurements of hormones and lipids in 16-week-old male wild-type and Lr11 ^*−/−*^ mice fed HFD from 8 to 16 weeks, *n*=5–6. (**l**) Lipoprotein lipase activity in conditioned media from mature adipocyte cultures from murine BAT of WT and Lr11^*−/−*^ mice, using free-fatty acid production as a readout (*n*=3–4). Data are presented as means±s.e.m. †, ‡ and # denote significant effect of genotype, diet and genotype*diet interaction respectively, obtained using 2-way ANOVA. (See also Supplementary Table 2). FFA, free-fatty acid.

**Figure 3:**
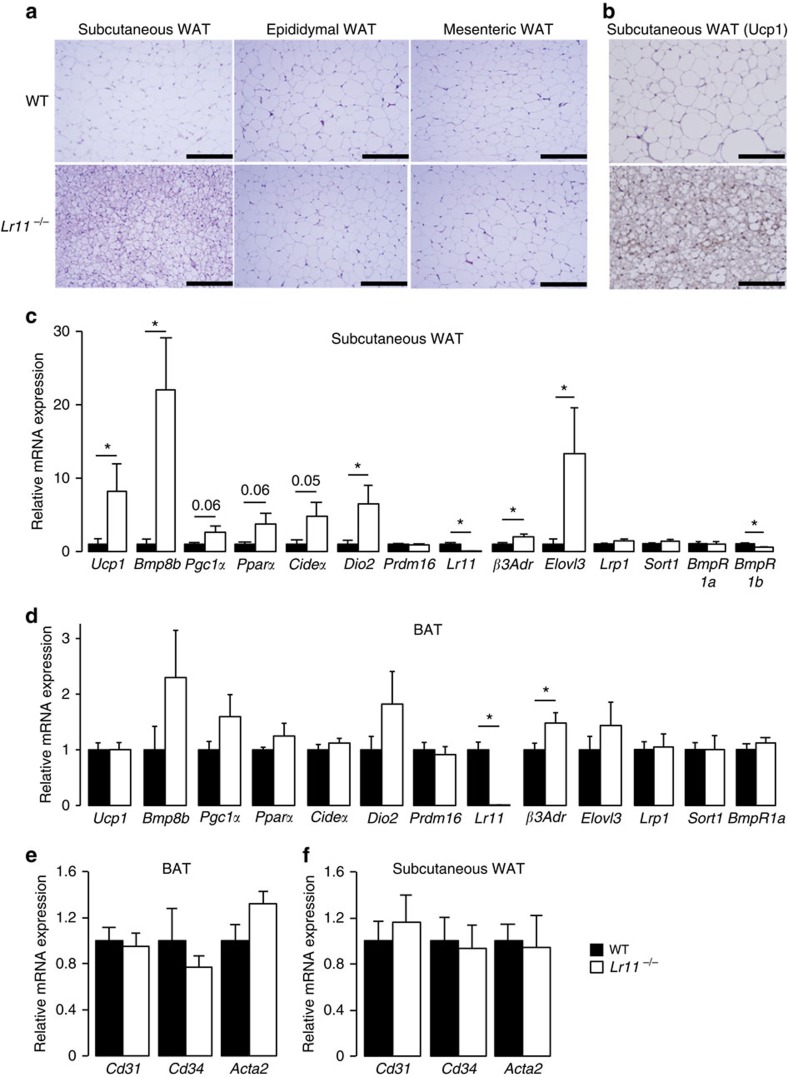
*Lr11*^*−/−*^ mice exhibit increased browning of adipose tissue. (**a**) Representative haematoxylin and eosin stained sections from WAT depots in 16-week-old wild-type and *Lr11*^*−/−*^ mice fed HFD from 8–16 weeks; scale bars, 200 μm. (**b**) UCP1 staining and (**c**) metabolic gene expression in subcutaneous WAT and (**d**) BAT and (**e**) Vascular and smooth muscle cell marker gene expression in BAT and (**f**) subcutaneous WAT of the same animals, *n*=7–8). Data are presented as means±s.e.m, *=*P*<0.05 obtained using one-way ANOVA followed by Tukey *post-hoc* test.

**Figure 4:**
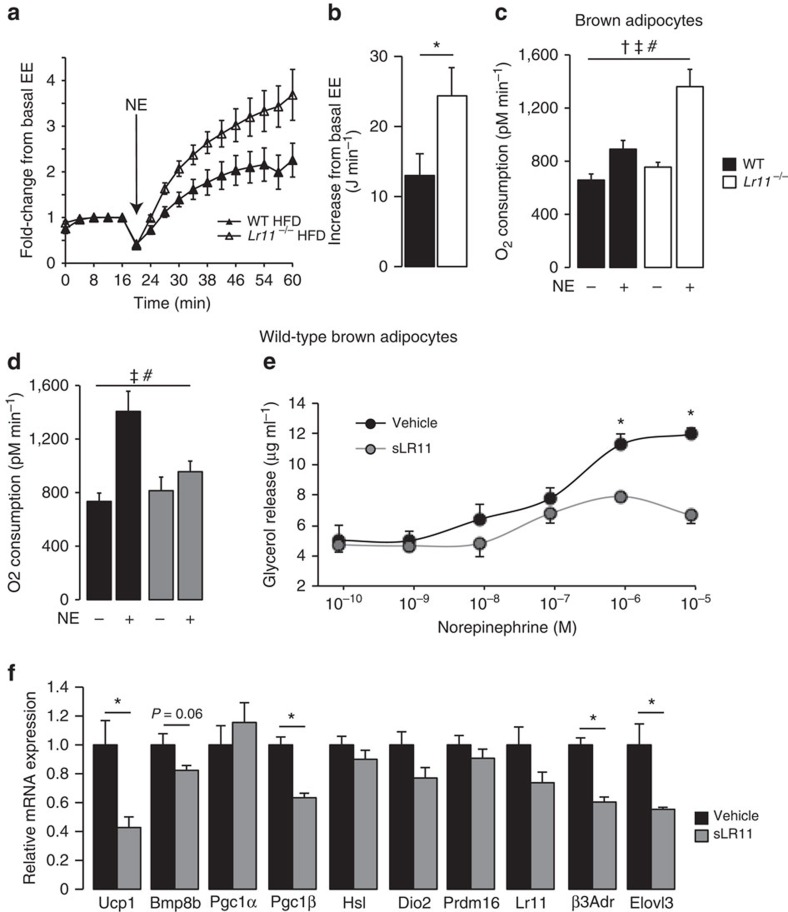
Soluble LR11 inhibits metabolism by inhibiting thermogenesis in brown adipocytes. (**a**) NE-induced increase in energy expenditure in anaesthetised mice fed 60% high-fat diet and housed at thermoneutrality for 8 weeks, expressed as fold-change from baseline and (**b**) measured increase from baseline. Arrow indicates norepinephrine injection time, *n*=6 or 7. (**c**) Cellular respiration in differentiated primary adipocytes from BAT of wild-type and *Lr11*^*−/−*^ mice in response to 100 nM NE, *n*=9–10. (**d**) Cellular respiration in primary adipocytes from wild-type BAT treated with vehicle or 10 ng ml^−1^ of soluble LR11, *n*=9 or 10. (**e**) Lipolysis measured by glycerol release from differentiated brown adipocytes in response to increasing concentrations of norepinephrine +/− 10 ng ml^−1^ of sLR11 over 2 h, *n*=4. (**f**) Thermogenic gene expression in wild-type primary brown adipocytes, differentiated in the presence of vehicle or 100 ng ml^−1^ soluble Lr11 (*n*=4 triplicate experiments). Data presented as mean±s.e.m., *=*P*<0.05 using one-way ANOVA followed by Tukey *post-hoc* test where appropriate. †, ‡ and # denote a significant effect of genotype, treatment and genotype*treatment interaction respectively, using 2-way ANOVA, for (**d**) †=effect of sLR11 treatment, ‡=effect of NE treatment and #=treatment interaction.

**Figure 5:**
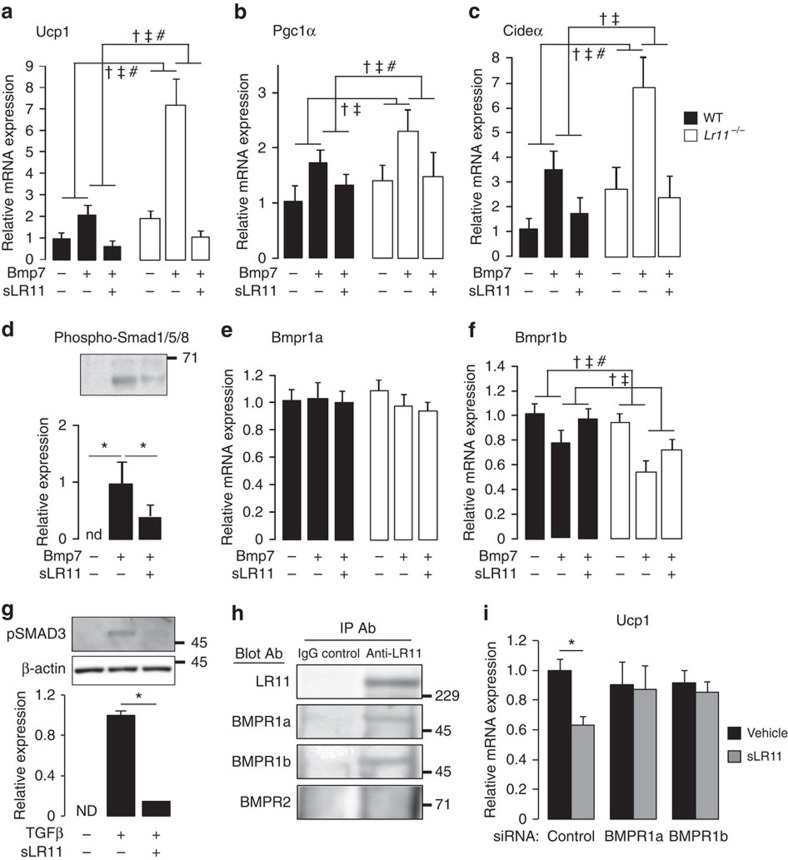
Soluble LR11 inhibits thermogenesis by inhibiting BMP signalling. (**a**–**c** and **e**,**f**) Gene expression in differentiated primary adipocytes from subcutaneous WAT of wild-type and *Lr11*^*−/−*^ mice incubated with 3.3 nM BMP7 for the first 2 days and 10 ng ml^−1^ sLR11 throughout the incubation (*n*=6). (**d**) Levels of phosphorylated Smad proteins 15 min after treatment with vehicle or 3.3 nM BMP7 in primary adipocytes subcutaneous WAT of wild-type mice, differentiated −/+ 10 ng ml^−1^ sLR11 (*n*=6). (**g**) Western blot for phospho-Smad3 in mature adipocytes cultured from subcutaneous WAT of wild-type mice treated for 30 min with 2 ng ml^−1^ TGFβ in the presence or absence of 10 ng ml^−1^ sLR11. (**h**) Western blot showing denoted proteins immunoprecipitated from membrane protein extracts from differentiated human adipocytes from scWAT with an antibody to LR11. (**i**) *Ucp1* mRNA expression following 2 h stimulation with 10 ng ml^−1^ sLR11 in mature adipocytes cultured from wild-type BAT and transfected with the indicated siRNA for BMP receptors. Data presented as mean±s.e.m., *=*P*<0.05 using one-way ANOVA followed by Tukey *post-hoc* test. †, ‡ and # denote a significant of genotype, treatment and genotype*treatment interaction respectively, using 2-way ANOVA. Blot protein weights shown in kDa. (see also Supplementary Fig. 2).

**Figure 6:**
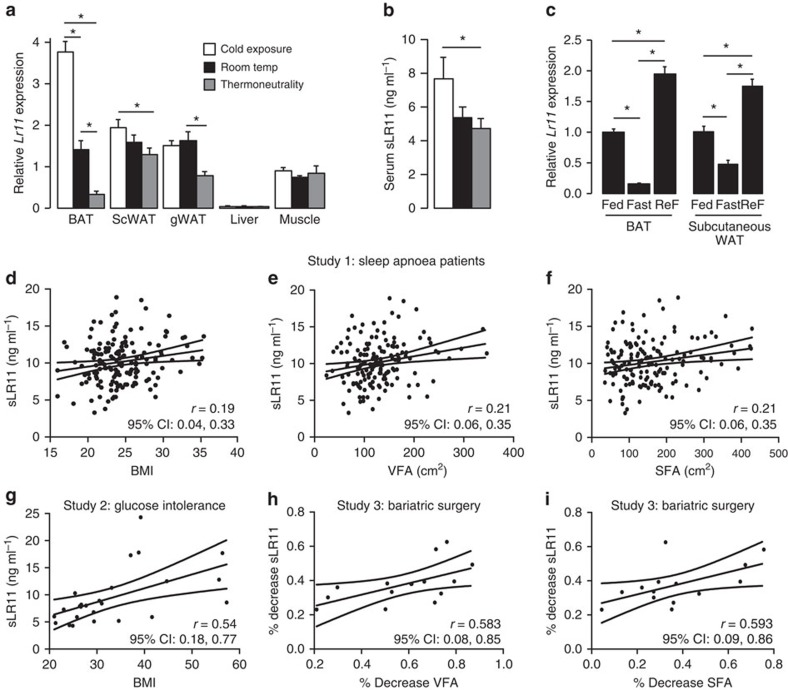
sLR11 levels are metabolically regulated and correlate with BMI and adiposity in humans. (**a**) *Lr11* mRNA expression levels in tissues from 12-week-old mice exposed to cold (5 °C), room temperature (23 °C) or thermoneutrality (30 °C) for 3 weeks (*n*=8) and (**b**) serum sLR11 levels in mice housed under the same conditions (*n*=4). (**c**) *Lr11* mRNA expression in BAT and ScWAT from fed, 24 hr fasted and 24 h re-fed mice (*n*=8), data presented as mean±s.e.m., *=*P*<0.05 using one-way ANOVA followed by Tukey *post-hoc* test. (**d**) Serum sLR11 levels in patients with sleep apnoea correlated with BMI, (**e**) VFA and (**f**) SFA (*n*=156). (**g**) Serum sLR11 levels in patients with type 2 diabetes mellitus or glucose intolerance-associated metabolic disorders correlated with BMI, (*n*=25). (**h**) % reduction in serum sLR11 levels in 14 obese patients 12 months after bariatric surgery correlated with % reduction to VFA and (**i**) SFA. Correlations evaluated using Pearson correlation (see also Tables 2 and 3). scWAT, subcutaneous white adipose tissue; gWAT, gonadal adipose tissue.

**Table 1:** Tissue weights from wild-type and *Lr11*^*−/−*^ mice.

	**Body (g)**	**Reproductive fat pad (g)**	**Inguinal fat pad (g)**	**Retroperitoneal fat pad (g)**	**Heart (g)**	**Liver (g)**	**Kidney (g)**
Tissue weights from group housed mice fed standard chow diet (age=8 weeks, *n*=10)							
WT	23.8±1.9	0.37±0.05	0.29±0.03	0.12±0.01	0.13±0.01	1.14±0.19	0.29±0.03
Lr11^−/−^	21.56±1.34	0.24±0.02	0.27±0.04	0.05±0.01	0.13±0.01	1.23±0.07	0.31±0.06
% of wild type	91	64	94	38	100	108	106
							
Tissue weights from group housed mice fed high-fat (60%) diet from 8-weeks-old mice (age=12 weeks, *n*=10)							
WT	34.13±4.53	2.19±0.45	1.77±0.26	0.81±0.15	0.13±0.01	1.43±0.17	0.33±0.02
LR11^−/−^	23.63±4.21	0.95±0.46	0.84±0.36	0.24±0.12	0.13±0.01	0.92±0.25	0.32±0.01
% of WT	69	43	47	30	100	64	96

WT, wild type.

**Table 2:** Correlation between sLr11 levels and characteristics of sleep apnoea.

**Single correlation with sLR11 levels**			**Multivariate analysis of correlates**	
**Factors**	***r*** **or mean±s.d.**	***P***	***β***	***P***
Age	0.169	**0.035**	0.034	0.084
Total cholesterol	0.039	0.626		
Triglyceride	0.062	0.443		
HDL-cholesterol	−0.196	**0.014**	−0.008	0.541
LDL-cholesterol	0.108	0.18		
BMI	0.186	**0.02**	0.047	0.548
VFA	0.212	**0.008**	0.008	0.056
SFA	0.206	**0.01**	0.001	0.83
HbA1c	0.171	**0.032**	0.080	0.736
CAD, yes/no	9.72±2.91/10.43±2.98	0.175		
CVD, yes/no	10.00±2.19/10.19±3.01	0.962		
Sex, men/women	10.08±2.91/10.39±3.10	0.489		
Smoking, yes/no	9.66±2.83/10.79±3.02	**0.025**	−0.482	0.19

BMI, body mass index; CAD, coronary artery disease; CVD, cerebrovascular disease; HDL, high-density lipoprotein; LDL, low-density lipoprotein; SFA, subcutaneous fat areas; VFA, visceral fat areas.

Initial correlations derived using Pearson correlation test. Multiple regression analysis performed in patients to examine the seven characteristics more strongly correlated with sLR11 levels using beta weights to detect significant differences in the contribution of each factor, *n*=156.

**Table 3:** Effect of bariatric surgery on adiposity and sLR11.

**Characterization pre- and 12 month post-bariatric surgery (*****n*****=14)**				
**Factor**	**Before**	**After**	***P***	**% reduction**
sLR11	16.79±7.03 ng ml^−1^	10.36±4.84 ng ml^−1^	**0.001**	37.6±11.9
BMI	44.37±8.64	31.43±5.41	**0.001**	28.3±9.7
VFA	245.30±135.44 cm^2^	96.84±57.44 cm^2^	**0.001**	57.7±20.9
SFA	651.23±439.63 cm^2^	356.50±129.76 cm^2^	**0.001**	37.1±20.5

**Correlation with % reduction in sLR11**				**Multiple linear regression**		
		**95% CI**			**95% CI**	
	***r***	**Lower**	**Upper**	***B***	**Lower**	**Upper**
% reduction of BMI	0.422	−0.140	0.778			
% reduction of VFA	0.583	0.076	0.851	0.211	−0.236	0.659
% reduction of SFA	0.561	0.043	0.841	0.165	−0.292	0.622

BMI, body mass index; CI, confidence interval; SFA, subcutaneous fat areas; VFA, visceral fat areas.

Changes to sLR11, BMI, VFA and SFA pre- and 12 months post-bariatric surgery with respective reductions (%). Data presented as means±s.d.; *P* values for each pre- and post-surgery comparison determined using a paired sample Wilcoxon Signed-Rank test, *n*=14. Contributions of factors to correlations with % reduction in sLR11 were assessed using multiple linear regressions.

# Supplementary material for: Soluble LR11/SorLA represses thermogenesis in adipose tissue and correlates with BMI in humans
**Source:** Nat Commun. 2015 Nov 20;6:8951. doi: 10.1038/ncomms9951
**Supplement:** Supplementary Information — Supplementary Figures 1-2 and Supplementary Tables 1-5.

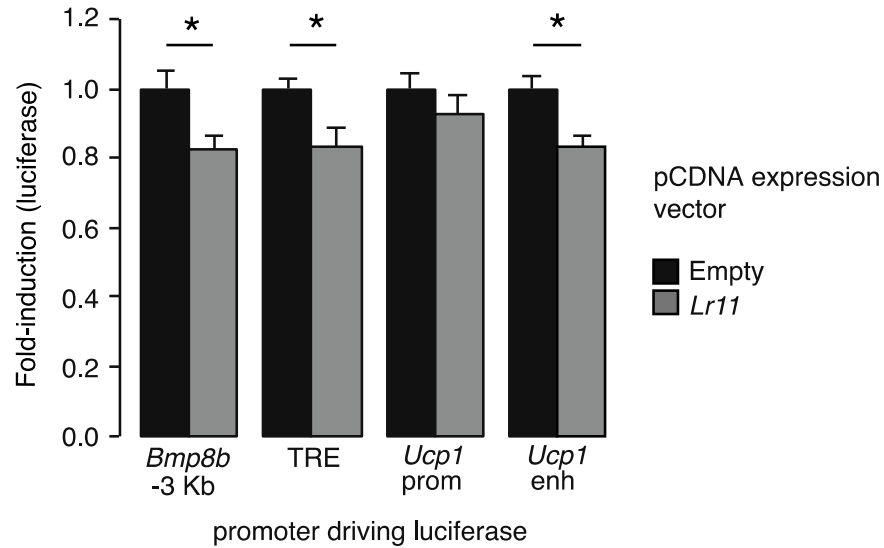

**Supplementary Figure 1. Effect of LR11 overexpression on thermogenic gene promoters.** Relative luciferase activity in HEK 293 cells transfected with a reporter driven by the indicated thermogenic gene promoter, enhancer or response element and co-transfected with an empty construct or one expressing LR11, TRE = Thyroid response element, BRE = BMP response element (n = 4) data presented as mean  $\pm$  SEM, \* =  $p < 0.05$  obtained using one-way ANOVA followed by Tukey post-hoc test.

**Fig. 5d**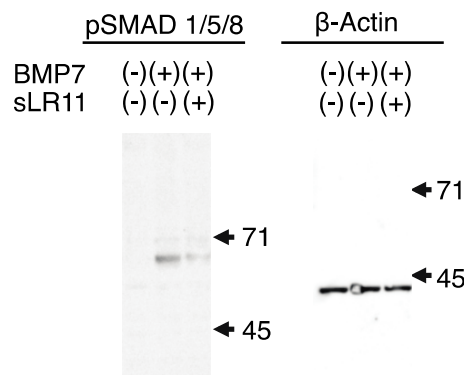**Fig. 5g**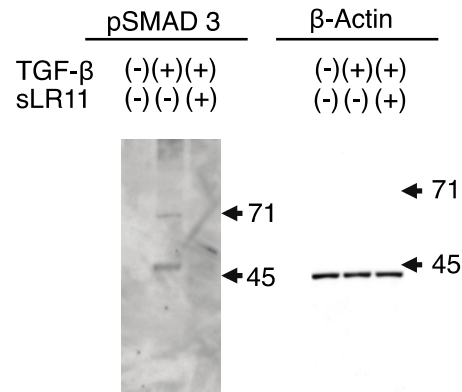**Fig. 5h**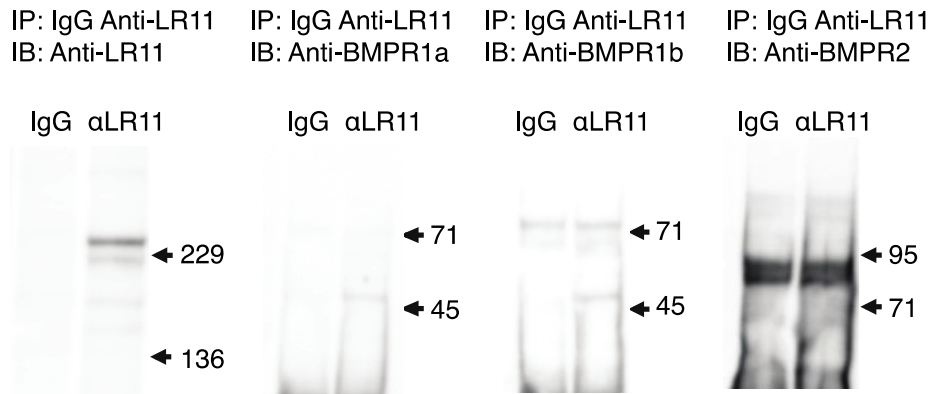

**Supplementary Figure 2. Uncropped scans of blots.** Western blots of indicated peptides and  $\beta$ -Actin as a loading control where relative quantities were compared (Fig. 5d & g). Weight markers are indicated in kDa and were acquired using Protein Multicolor III (Biodynamics) added to each sample well.

| ID             | Body Weight (g) | Inguinal fat (g) | Reproductive fat (g) | Liver (g)   |
|----------------|-----------------|------------------|----------------------|-------------|
| WT1 chow       | 26.21           | 0.36             | 0.48                 | 1.25        |
| WT2 chow       | 25.15           | 0.32             | 0.38                 | 1.12        |
| WT3 chow       | 24.30           | 0.31             | 0.36                 | 1.03        |
| <b>Average</b> | <b>25.22</b>    | <b>0.33</b>      | <b>0.41</b>          | <b>1.13</b> |
| SD             | 0.96            | 0.03             | 0.07                 | 0.11        |
| KO1 chow       | 23.69           | 0.34             | 0.31                 | 1.16        |
| KO2 chow       | 23.09           | 0.33             | 0.30                 | 1.21        |
| KO3 chow       | 22.23           | 0.31             | 0.29                 | 1.15        |
| <b>Average</b> | <b>23.00</b>    | <b>0.33</b>      | <b>0.30</b>          | <b>1.18</b> |
| SD             | 0.73            | 0.02             | 0.01                 | 0.03        |
| WT1 HFD        | 33.10           | 1.45             | 1.54                 | 1.36        |
| WT2 HFD        | 29.21           | 1.01             | 1.28                 | 1.09        |
| WT3 HFD        | 28.73           | 0.91             | 0.99                 | 1.22        |
| <b>Average</b> | <b>30.35</b>    | <b>1.12</b>      | <b>1.27</b>          | <b>1.22</b> |
| SD             | 2.40            | 0.29             | 0.27                 | 0.14        |
| KO1 HFD        | 24.30           | 0.52             | 0.56                 | 1.03        |
| KO2 HFD        | 25.20           | 0.75             | 0.89                 | 1.02        |
| KO3 HFD        | 22.96           | 0.49             | 0.55                 | 0.86        |
| <b>Average</b> | <b>24.15</b>    | <b>0.59</b>      | <b>0.67</b>          | <b>0.97</b> |
| SD             | 1.13            | 0.14             | 0.19                 | 0.10        |

**Supplementary Table 1.** Table of body and tissue weights of a supplemental group of 10 week old, male, single housed WT and LR11-/- mice.

| Rank | gene symbol   | log2 ratio | base gscale signals | Exp gscale signals | primary accession  | probe ID      |
|------|---------------|------------|---------------------|--------------------|--------------------|---------------|
| 1    | Cidea         | 15.04      | 33.1                | 1113426.6          | NM_007702          | A_51_P199168  |
| 2    | Ucp1          | 13.97      | 57.0                | 913979.1           | NM_009463          | A_51_P426353  |
| 3    | Cox8b         | 12.37      | 148.1               | 785178.5           | NM_007751          | A_52_P423814  |
| 4    | Elovl3        | 11.19      | 15.5                | 36198.5            | NM_007703          | A_51_P324633  |
| 5    | Thrsp         | 10.98      | 223.8               | 453599.6           | NM_009381          | A_55_P2018666 |
| 6    | Acsm3         | 10.75      | 12.5                | 21559.0            | NM_212441          | A_51_P487175  |
| 7    | Ppara         | 9.79       | 26.3                | 23312.9            | NM_011144          | A_55_P2071596 |
| 8    | Slc27a2       | 9.55       | 24.4                | 18319.9            | NM_011978          | A_55_P2077153 |
| 9    | Fabp3         | 9.35       | 986.9               | 642340.4           | NM_010174          | A_55_P1974367 |
| 10   | Mfsd2a        | 9.18       | 16.2                | 9412.7             | NM_029662          | A_51_P279437  |
| 11   | Ntrk3         | 9.12       | 15.1                | 8399.6             | NM_182809          | A_55_P2006808 |
| 12   | LOC630751     | 9.06       | 14.2                | 7558.4             | XR_142430          | A_55_P1997253 |
| 13   | Cyp2b10       | 8.92       | 13.5                | 6576.0             | NM_009999          | A_55_P2044653 |
| 14   | Cox7a1        | 8.85       | 1428.3              | 658553.1           | NM_009944          | A_51_P148612  |
| 15   | Poln          | 8.83       | 13.1                | 5957.5             | NM_181857          | A_55_P2080530 |
| 16   | Gys2          | 8.69       | 76.3                | 31518.4            | NM_145572          | A_55_P1992555 |
| 17   | Fasn          | 8.60       | 120.5               | 46910.9            | NM_007988          | A_52_P100252  |
| 18   | Slc2a5        | 8.53       | 16.3                | 6041.6             | NM_019741          | A_51_P514405  |
| 19   | Cpt1b         | 8.39       | 175.9               | 59074.9            | NM_009948          | A_55_P1956882 |
| 20   | Otop1         | 8.23       | 85.6                | 25771.9            | NM_172709          | A_55_P2078143 |
| 21   |               | 8.21       | 134.4               | 39855.3            | AK134220           | A_66_P112394  |
| 22   | Adrb3         | 8.14       | 348.3               | 98130.9            | NM_013462          | A_55_P1992849 |
| 23   | 9530008L14Rik | 7.97       | 14.2                | 3562.5             | NM_001145875       | A_55_P2055742 |
| 24   | E330011O21Rik | 7.92       | 15.0                | 3637.5             | NR_045698          | A_55_P2257381 |
| 25   | Pnpla3        | 7.91       | 41.8                | 10034.8            | NM_054088          | A_55_P2025514 |
| 26   | Pank1         | 7.89       | 24.6                | 5855.3             | NM_023792          | A_51_P263591  |
| 27   | Mpzl2         | 7.86       | 16.0                | 3721.8             | NM_007962          | A_52_P322421  |
| 28   | Pik3c2g       | 7.43       | 15.5                | 2664.1             | NM_207683          | A_55_P1999953 |
| 29   | S100b         | 7.42       | 285.2               | 48883.2            | NM_009115          | A_51_P468260  |
| 30   | AW011956      | 7.41       | 13.7                | 2338.6             | BC051535           | A_55_P2319035 |
| 31   | 2310042D19Rik | 7.38       | 21.7                | 3602.0             | NM_172417          | A_51_P322473  |
| 32   | Clic5         | 7.35       | 122.6               | 19985.6            | NM_172621          | A_51_P420547  |
| 33   | Cpn2          | 7.29       | 16.7                | 2612.2             | NM_027904          | A_51_P170562  |
| 34   | Itih4         | 7.28       | 84.9                | 13213.4            | NM_018746          | A_55_P2077055 |
| 35   | Lgr6          | 7.26       | 13.9                | 2132.1             | AK040883           | A_52_P75777   |
| 36   | Tinag         | 7.24       | 16.3                | 2462.0             | NM_012033          | A_51_P283004  |
| 37   | Plin5         | 7.24       | 715.6               | 108256.6           | NM_001077348       | A_55_P2104259 |
| 38   |               | 7.17       | 14.8                | 2125.4             | ENSMUST00000060147 | A_55_P1998535 |
| 39   | Fbp2          | 7.10       | 14.3                | 1962.1             | NM_007994          | A_51_P499020  |
| 40   | Ppargc1a      | 7.09       | 175.8               | 23899.2            | NM_008904          | A_51_P279038  |
| 41   | Tpd52l1       | 7.07       | 12.7                | 1706.6             | NM_009413          | A_51_P482503  |
| 42   | Apoc3         | 7.06       | 42.9                | 5736.1             | NM_023114          | A_55_P2117155 |

|    |               |      |        |          |                    |               |
|----|---------------|------|--------|----------|--------------------|---------------|
| 43 | Acox2         | 6.96 | 22.0   | 2739.2   | NM_053115          | A_66_P138319  |
| 44 | Ggnbp1        | 6.93 | 79.9   | 9758.6   | ENSMUST00000142141 | A_51_P158638  |
| 45 |               | 6.91 | 16.3   | 1954.1   | ENSMUST00000064591 | A_52_P478444  |
| 46 | Slc2a4        | 6.89 | 915.1  | 108664.2 | NM_009204          | A_51_P217498  |
| 47 | Gpd1          | 6.87 | 8282.5 | 968981.4 | NM_010271          | A_52_P16419   |
| 48 | Ddo           | 6.85 | 54.3   | 6270.6   | NM_027442          | A_66_P123155  |
| 49 | Acaca         | 6.84 | 15.1   | 1739.3   | NM_133360          | A_55_P2084703 |
| 50 | Ccdc3         | 6.83 | 43.8   | 4972.2   | NM_028804          | A_51_P277431  |
| 51 | Igsf21        | 6.82 | 72.5   | 8193.7   | NM_198610          | A_52_P305230  |
| 52 | Acacb         | 6.80 | 52.3   | 5841.0   | NM_133904          | A_55_P2104532 |
| 53 | Paqr9         | 6.74 | 61.9   | 6638.3   | NM_198414          | A_52_P450934  |
| 54 | Pm20d1        | 6.72 | 12.7   | 1339.1   | NM_178079          | A_55_P2159585 |
| 55 | Nrg4          | 6.71 | 181.1  | 18956.2  | NM_032002          | A_55_P2185905 |
| 56 | C730029A08Rik | 6.68 | 12.7   | 1306.8   | AK083183           | A_55_P2298319 |
| 57 | Agbl4         | 6.68 | 23.8   | 2428.2   | NM_030231          | A_55_P2013569 |
| 58 | Mal           | 6.62 | 32.2   | 3171.1   | NM_010762          | A_55_P2113160 |
| 59 | Tuba8         | 6.57 | 150.3  | 14308.8  | NM_017379          | A_66_P119518  |
| 60 | Nat8l         | 6.55 | 96.1   | 8980.5   | NM_001001985       | A_55_P1997821 |
| 61 | Kcnk3         | 6.53 | 169.7  | 15714.1  | NM_010608          | A_52_P639402  |
| 62 | Vwa3a         | 6.52 | 22.6   | 2082.2   | NM_177697          | A_66_P139647  |
| 63 | Ces1d         | 6.49 | 1165.6 | 104979.2 | NM_053200          | A_51_P375969  |
| 64 |               | 6.44 | 53.4   | 4621.5   | ENSMUST00000032900 | A_51_P383755  |
| 65 | Slc25a34      | 6.36 | 194.0  | 15913.5  | NM_001013780       | A_55_P2073248 |
| 66 | A530016L24Rik | 6.34 | 34.2   | 2761.9   | NM_177039          | A_55_P2138796 |
| 67 | Chpt1         | 6.30 | 1718.3 | 135315.4 | NM_144807          | A_52_P655803  |
| 68 | 1110059M19Rik | 6.26 | 26.8   | 2055.2   | NM_026841          | A_51_P477481  |
| 69 | Adra1a        | 6.23 | 14.1   | 1060.6   | NM_013461          | A_52_P424778  |
| 70 | Ehhadh        | 6.23 | 301.2  | 22649.6  | NM_023737          | A_51_P462918  |
| 71 | Gpx5          | 6.17 | 16.6   | 1199.2   | NM_010343          | A_55_P2166758 |
| 72 | Myo5b         | 6.17 | 13.8   | 991.5    | NM_201600          | A_52_P66130   |
| 73 | Vldlr         | 6.11 | 106.3  | 7326.3   | NM_013703          | A_55_P2174836 |
| 74 | 2010003K11Rik | 6.10 | 110.4  | 7557.7   | NM_027237          | A_51_P450278  |
| 75 | Fn3k          | 6.08 | 30.4   | 2051.4   | NM_022014          | A_55_P2005859 |
| 76 | Atp1a2        | 6.06 | 282.0  | 18802.0  | NM_178405          | A_55_P2030373 |
| 77 | Trim67        | 6.05 | 15.9   | 1056.0   | NM_198632          | A_66_P114528  |
| 78 | Cxadr         | 6.04 | 60.3   | 3968.8   | NM_001025192       | A_55_P1964638 |
| 79 | Aldh3b2       | 6.04 | 31.5   | 2065.4   | NM_001177438       | A_55_P2006148 |
| 80 | Grtp1         | 6.02 | 73.3   | 4755.9   | NM_025768          | A_51_P109144  |
| 81 | Aspg          | 6.00 | 372.1  | 23896.4  | NM_001081169       | A_52_P338956  |
| 82 | Esrrg         | 6.00 | 13.7   | 879.6    | NM_001243792       | A_65_P19089   |
| 83 | Immp2l        | 5.99 | 134.7  | 8588.3   | NM_053122          | A_52_P517063  |
| 84 | Rxrg          | 5.97 | 239.0  | 14966.5  | NM_009107          | A_51_P513311  |
| 85 | Spag11b       | 5.96 | 13.4   | 834.3    | NM_001034905       | A_55_P2171768 |
| 86 | Acot2         | 5.94 | 241.7  | 14819.2  | NM_134188          | A_52_P525183  |

|     |           |      |        |          |              |               |
|-----|-----------|------|--------|----------|--------------|---------------|
| 87  | Slc25a42  | 5.93 | 1149.2 | 70209.8  | NM_001007570 | A_55_P1955931 |
| 88  | Tppp      | 5.92 | 15.5   | 939.2    | NM_182839    | A_51_P398260  |
| 89  | Agpat2    | 5.92 | 1884.0 | 114202.5 | NM_026212    | A_55_P2125947 |
| 90  | Decr1     | 5.90 | 261.7  | 15622.8  | NM_026172    | A_51_P208555  |
| 91  | Txlnb     | 5.90 | 38.0   | 2267.0   | NM_138628    | A_51_P315391  |
| 92  | Gm5144    | 5.89 | 177.1  | 10525.4  | XR_105665    | A_66_P118799  |
| 93  | Serpina1a | 5.86 | 98.9   | 5737.3   | NM_001252569 | A_55_P2165414 |
| 94  | Ppp1r3c   | 5.86 | 205.5  | 11896.5  | NM_016854    | A_52_P30451   |
| 95  | Bmp8b     | 5.84 | 15.2   | 869.5    | NM_007559    | A_55_P2012101 |
| 96  | Dnajc22   | 5.83 | 14.8   | 845.6    | NM_176835    | A_51_P257743  |
| 97  | Srl       | 5.83 | 16.6   | 942.6    | NM_175347    | A_55_P2126391 |
| 98  | Acs1      | 5.80 | 941.6  | 52306.0  | NM_007981    | A_51_P463452  |
| 99  | Mlxip1    | 5.78 | 797.5  | 43795.6  | NM_021455    | A_55_P2119957 |
| 100 | Gucy1b2   | 5.76 | 97.4   | 5284.7   | NM_172810    | A_51_P334281  |

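The columns of the table give, for each probe, a base signal for WT scWAT, an experiment signal for *Lr11*-/- scWAT and the log2 of their ratio, so that a log2 ratio of 1 is a doubling. Neither signal carries an error. Both were compared on the log2 scale with the deposited intensity of the same 100 probes on every array and with the group means. The experiment signals followed a single array, *Lr11*-/- scWAT replicate 2, with a constant offset: the SD of the log2 difference was 0.006 over probes, and 98 of 100 lay within 0.02 of its median. The next closest, the arithmetic mean of the *Lr11*-/- scWAT arrays, had an SD of 0.58. The base signals followed WT scWAT replicate 2, with an SD of 0.07 and 97 of 100 probes within 0.02, where the next closest, the geometric mean of the WT scWAT arrays, had an SD of 1.25. Taken between this pair of arrays alone, the median log2 ratio of the listed probes was 7.12.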

**Supplementary Table 2.** The top 100 most regulated genes in Lr11 -/- ScWAT vs WT ScWAT, ranked in order of fold-change. Data taken from microarray, cluster 6. GEO accession number GSE69117. (See supplementary methods for further details).

| gene                | Forward                 | Reverse                 | probe                        |
|---------------------|-------------------------|-------------------------|------------------------------|
| <i>Beta3AR</i>      | CCAGCCAGCCCTGTTGA       | GGACGCGCACCTTCATAGC     | SYBR                         |
| <i>Bmp8b</i>        | TCCACCAACCACGCCACTAT    | CAGTAGGCACACAGCACACCT   | CAGGCCCTGGTACATCTGATGAAGCC   |
| <i>Bmpr1alpha</i>   | Assay ID: Mm00477650_m1 |                         |                              |
| <i>Bmpr1beta</i>    | Assay ID: Mm00432117_m1 |                         |                              |
| <i>Cidea</i>        | GTGGACACAGAGGAGTTCTTT   | GTCGAAGGTGACTCTGGCTATTC | ACAGAAATGGACACCGGG           |
| <i>Dio2</i>         | TGCGCTGTGTCTGGAACAG     | CTGGAATTGGGAGCATCTTCA   | SYBR                         |
| <i>Elovl3</i>       | AAGGTTGTTGAACTGGGACGAC  | GTGGTGGTACCAGTGGACAAA   | SYBR                         |
| <i>Hsl</i>          | GGAGCACTACAAACGCAACGA   | TCGGCCACCGGTAAAGAG      | CAGGCCTCAGTGTGACCGCCAGTT     |
| <i>Lr11</i>         | GTCTGCCCAATTACTTCCAC    | TGACACTCGAACTCAAATCG    | SYBR                         |
| <i>Lrp1</i>         | Assay ID: Mm00464608_m1 |                         |                              |
| <i>Pgc1alpha</i>    | AACCACACCCACAGGATCAGA   | CTCTTCGCTTTATTGCTCCATGA | CAAACCCTGCCATTGTTAAGACCGAGAA |
| <i>Ppara</i>        | GATTCAGAAGAAGAACCGGAACA | GCGAATTGCATTGTGTGACAT   | TGCCGTTTTCAACAAGTGCCTGTCTGTC |
| <i>Prdm16</i>       | CAG CAC GGT GAA GCC ATT | GCG TGC ATC CGC TTG TG  | SYBR                         |
| <i>Smad7</i>        | Assay ID: Mm00484742_m1 |                         |                              |
| <i>Sort1</i>        | Assay ID: Mm00490905_m1 |                         |                              |
| <i>Ucp1</i>         | CCCGCTGGACACTGCC        | ACCTAATGGTACTGGAAGCCTGG | AAGTCCGCCTTCAGATCCAAGGTGAAG  |
|                     |                         |                         |                              |
| <b>Housekeepers</b> |                         |                         |                              |
| <i>B2M</i>          | GGTCTTTCTGGTGCTTGTC     | GTATGTTTCGGCTTCCCATTC   | SYBR                         |
| <i>36B4</i>         | AGATGCAGCAGATCCGCAT     | GTTCTTGCCCATCAGCACC     | SYBR                         |
| <i>18S</i>          | CGGCTACCACATCCAAGGAA    | GCTGGAATTACCGCGGCT      | GAGGGCAAGTCTGGTGCCAG         |
| <i>BetaAct</i>      | GCTCTGGCTCCTAGCACCAT    | GCCACCGATCCACACAGAGT    | ATCAAGATCATTGCTCCTCCTGAGCGC  |

**Supplementary Table 3.** Primer and probe sequences used for qRT-PCR. Assay numbers are provided for ABI assays on demand and where no probe was used, SYBR denotes SYBR green reagent used with primer sequences spanning intron boundaries.

| <b>Human Study 1 (sleep apnoea) Baseline Characteristics</b> |            |
|--------------------------------------------------------------|------------|
| N                                                            | 156        |
| Age (yr)                                                     | 62.9±9.5   |
| Sex, men/women                                               | 110/46     |
| BMI (kg/m <sup>2</sup> )                                     | 24.9±3.8   |
| Smoking, yes/no                                              | 85/71      |
| Total cholesterol (mg/dl)                                    | 192.6±30.8 |
| Triglyceride(mg/dl)                                          | 134.9±70.5 |
| HDL-cholesterol (mg/dl)                                      | 53.1±14.3  |
| LDL-cholesterol (mg/dl)                                      | 112.8±27.1 |
| Visceral fat area (VFA) (cm <sup>2</sup> )                   | 129.6±53.6 |
| Subcutaneous fat area (SFA) (cm <sup>2</sup> )               | 156.4±89.2 |
| HbA1c (%)                                                    | 5.7±0.8    |
| Diabetes medication (%)                                      | 16.7       |
| Hypertension treatment (%)                                   | 59.0       |
| Dyslipidemia medication (%)                                  | 35.9       |
| Coronary artery diseases (CAD) (%)                           | 35.9       |
| Cerebrovascular diseases (CVD) (%)                           | 6.4        |

**Supplementary Table 4. Study 1 subjects – Sleep Apnoea.** Patients are from Toho University Sakura Medical Center Clinic for sleep apnoea syndrome. Data presented as mean ± s.d. or proportion of subjects (%). Patients with sLR11 values >20 ng/mL were excluded due to the high possibility of accompanying malignant diseases and thus not included in the total n of this study group, n = 156.

| Human Study 2 (Impaired glucose tolerance) |               | correlation with sLR11 levels |              |
|--------------------------------------------|---------------|-------------------------------|--------------|
|                                            |               | r                             | p            |
| N                                          | 25            |                               |              |
| Age (yr)                                   | 47.28±7.43    | -0.024                        | 0.910        |
| Male , men/women                           | 18/7          | 0.136                         | 0.517        |
| BMI (kg/m <sup>2</sup> )                   | 33.27±10.76   | 0.640                         | <b>0.001</b> |
| Fasting plasma glucose (FPG) (mg/dl)       | 161.64±53.53  | -0.150                        | 0.473        |
| Total cholesterol (mg/dl)                  | 201.91±37.11  | -0.122                        | 0.563        |
| Triglyceride (mg/dl)                       | 223.74±102.94 | -0.137                        | 0.514        |
| HDL-cholesterol (mg/dl)                    | 42.74±9.92    | -0.079                        | 0.708        |
| LDL-cholesterol (mg/dl)                    | 114.02±27.61  | 0.065                         | 0.756        |
| HbA1c (%)                                  | 7.93±1.86     | 0.085                         | 0.686        |
| Systolic blood pressure (SBP) (mmHg)       | 130.6±14.40   | -0.088                        | 0.677        |
| Diastolic blood pressure (DBP) (mmHg)      | 83.68±9.11    | 0.266                         | 0.199        |

**Supplementary Table 5. Study 2 subjects – impaired glucose tolerance.**

Subjects are patients in Toho University Sakura Medical Center Clinic for Diabetes and Obesity or in Yanbian University Hospital Department of Diabetes. Patients do not suffer from malignant diseases or Alzheimer's disease. Data presented as mean ± s.d. Correlation assessed using Spearman rank correlation.

How the deposited data were processed for this re-analysis (not part of the article)

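The data come from 12 one-colour Agilent mouse arrays, 3 each for scWAT and BAT of WT and *Lr11*-/- mice on HFD. The authors deposited intensity values made with Feature Extraction 10.10.1.1, which were background-subtracted and detrended within each array and not normalized between arrays or taken to log2. The deposited table of the whole series holds the same numbers as the scanner files (largest difference 0). Groups were taken from the source and genotype labels. The labels carry no replicate numbers, so replicates 1 to 3 are names only, with replicate 1 the array of the first array series.

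Each array has 62976 features, of which 59305 spots for 55681 probes are not controls. Spots that the software had marked as outliers (128 to 181 per array) were left out, and spots of the same probe were averaged after log2. The 75th percentile of the intensity, 374 to 632 over the arrays, was subtracted on the log2 scale. Probes were kept for testing where the software called them well above background on all 3 arrays of at least 1 group, which left 32121. Gene symbols came from the paper's Supplementary Table 2 and from RefSeq accessions matched to a gene table of assembly GRCm38.p6. Of the 28685 probes with a RefSeq accession 27235 were given a symbol, and of the tested probes 19181. As the array was designed on another assembly, the gene table was used for names and for which genes neighbour each other, and no coordinates are given.

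Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. All 12 arrays entered 1 fit with a mean for each of the 4 groups. The contrasts were *Lr11*-/- minus WT in scWAT, the same in BAT, the difference between both (interaction) and their average. Calls are at a Benjamini-Hochberg adjusted p under 0.05 over all tested probes. Gene lists were tested with camera at its preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives, and adjusted over 14 lists in both tissues. For these set tests 28 missing values of 385452 were filled with the mean of their group. Single genes and list means were also compared by a two-sided exact permutation test, whose smallest p for 3 arrays against 3 is 0.1. Where a gene was not well above background on every array of its lower group, a lower bound of its fold change is given, with each dim array raised to the lowest signal called well above background on it. The bound allows for dim signal only, not for the spread between arrays or another processing. The arrays measure brightness, so their number and the signal over background limit the precision.

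The following were fixed before the data were examined: the sample groups, the scaling, the filter, the contrasts and thresholds, the gene lists and 33 of the 36 processing alternatives. The genes named in the text were set by rule at the same time. They are *Sorl1*, the genes of Fig. 3c–f, the first 10 genes of Supplementary Table 2, and in each tissue the 5 named probes with the largest rise and the 5 with the largest fall among those past the threshold without overlap between genotypes. A gene was read from its probe in Supplementary Table 2, or else from its brightest tested probe. The lists are the thermogenic genes, the receptors and the vascular markers of Fig. 3, other VPS10p and LDL receptor family members, classical brown markers, beige or subcutaneous markers, mitochondrial oxidative genes, de novo lipogenesis, BMP/Smad targets, adipose expansion, skeletal muscle, B lymphocytes, macrophages and epithelium.

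On simulated values with the spread of these arrays, the same steps recovered 129 of 200 changed probes and 126 of the 150 that changed by at least 2 on the log2 scale, with 8 unchanged probes called. The shifted list was called and 0 unchanged lists were. This count cannot stand for the real arrays. Of 100 groupings of the real arrays, 52 gave at least the 6 list calls of the genotypes, up to 10. The simulated values therefore do not show how often a list is called by chance on these arrays.

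The alternatives were quantile normalization, median scaling and no scaling, no filter and a filter on all 12 arrays, outlier spots kept, the array series or the slide as a block, array weights, eBayes with trend and robust estimation, only the arrays of the tissue, each array series alone, each array left out in turn, other thresholds, other set tests, all probes of a gene, another span or hierarchical clustering for the order of the group means, and linear group means for Supplementary Table 2. Chosen later were normexp on the median signals with an offset of 50, the mean of the skeletal muscle list as a covariate, and the single pair of arrays that the table follows. Values from quantitative PCR, tissue weights, calorimetry and human serum have no counterpart on the arrays and were left out.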

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

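Among the tests in this part, those of exchanged samples, of another part of the subcutaneous fat, of skeletal muscle in scWAT, of other groupings of the arrays for the gene lists and the averaged effect, of the chromosome of *Lr11*, of inflamed tissue, of 1 array behind the macrophage and B lymphocyte lists, of other groupings for interactions at an unadjusted p, and those with the muscle list as a covariate were chosen only after the result was seen.

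The genotype effect on the thermogenic genes of Fig. 3c was higher in scWAT than in BAT, by a median of 3.92 on the log2 scale (camera, adjusted p = 3.8e-05). In this part the interaction of a list was tested by camera at its preset correlation only, not by fry or with an estimated correlation. Several technical explanations were tested for the rise in scWAT. BAT within the *Lr11*-/- scWAT samples would carry its own markers *Zic1* and *Lhx8* at the same share as *Ucp1*. *Zic1* stood at 5.31% of its WT BAT level in *Lr11*-/- scWAT and *Lhx8* at 56.6%. On *Lr11*-/- scWAT replicates 2 and 3 *Ucp1* was at 99.3% and 122%, while *Zic1* was at 4.43% and 7.65% and *Lhx8* at 26.2% and 22.1%, and 88 probes high in BAT had medians of 68.3% and 74.3%. The lowest BAT array held *Zic1* at 37.4% and *Lhx8* at 57.3%. This argues against BAT as the whole source of the rise on these 2 arrays, and a small share stays open. On *Lr11*-/- scWAT replicate 1 a small share stays open too, with *Ucp1* at 2.41%, *Zic1* at 4.42%, *Lhx8* at 314% and the 88 probes at 7.8%. Neither marker belongs to BAT alone in these samples, as *Zic1* stood at 104% and 84.3% of its WT BAT level on WT scWAT replicates 2 and 3, and *Lhx8* at 359% in WT scWAT as a whole. In the same samples 29 probes high in WT scWAT fell by 0.96, 3.15 and 2.79, which goes with such a mixture as well as with a change of the tissue. Over all tested probes, *Lr11*-/- scWAT replicates 2 and 3 had correlations of 0.960 to 0.981 with the BAT arrays. With the scWAT arrays other than each other they had 0.848 to 0.930. This too goes with either explanation. With each array left out the list median stayed at or above 4.08, and under 3 other scalings at or above 4.64, which argues against a single array and the scaling as the source. Leaving out 1 array does not test *Lr11*-/- scWAT replicates 2 and 3 together. Muscle was high on 1 scWAT array of each genotype, with a mean difference of −0.23 over the list, which argues against muscle as the source. With muscle so balanced, the covariate (4.90) could hardly move the median and adds no test. *Hoxc9* and *Hoxc10* were at least 4.57 higher on every *Lr11*-/- scWAT array than on any BAT array, which argues against scWAT and BAT samples that were exchanged. Other explanations stay open. The list median was 1.70 within the first array series, which has 1 array per genotype, so the batch and the size of the effect cannot be told apart there. Muscle differed between these 2 arrays as well, with the muscle list at 0.26 in WT and 9.35 in *Lr11*-/-. Another part of the subcutaneous fat cannot be told apart from the genotype either: the Hox genes that were higher in WT scWAT than in WT BAT had a median log2 fold change of −0.86 in *Lr11*-/-, with *Hoxc9* (0.35) and *Hoxc10* (0.68) slightly higher, *Hoxa10* (−0.41) and *Hoxb9* (−1.31) lower, and *Hoxc11* (−2.42) and *Hoxd10* (−2.15, adjusted p = 0.029) lower and well above background on 1 and 0 *Lr11*-/- arrays. Of the 10 groupings of the arrays of a tissue, 1 in scWAT (the real one) and 2 in BAT gave a camera p as small as the real one, so chance cannot be excluded with 3 arrays per group. In scWAT the real grouping gave an unadjusted camera p of 1.2e-06. WT replicates 1 and 2 with *Lr11*-/- replicate 1 against the others gave 1.1e-05. A small camera p alone therefore does not exclude chance here. An effect of the genotype on the tissue remains a hypothesis.

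By probe, 0 interactions passed in limma, a count that all 100 groupings drawn must reach, so it tests nothing. At an unadjusted p under 0.05 there were 3537 probes, and 23 of 100 groupings gave as many, up to 6151, so chance cannot be excluded for their number. For the genotype effect within each tissue, 6 of the 28 tests of a list in a tissue passed the threshold by camera, the B lymphocyte list in both tissues, and 52 of 100 groupings gave as many, up to 10, so chance cannot be excluded for this number.

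The mitochondrial oxidative list of 20 genes, which the paper does not analyse as a list, was higher in *Lr11*-/- scWAT, with a median log2 fold change of 2.76, 20 of 20 means higher and adjusted p values of 1.2e-11 by camera, 0.033 by fry and 0.56 with an estimated correlation. By gene 12 passed the threshold and all 20 when adjusted over the list alone, and the list mean gave an exact permutation p of 0.1. The effect in scWAT exceeded that in BAT by a median of 2.53 (adjusted p = 7.2e-13). In BAT its median was 0.11 (adjusted p = 0.76). Muscle tissue is rich in these transcripts. As muscle was high on 1 scWAT array of each genotype, a muscle covariate could hardly move the difference and decides nothing. With this covariate the median in scWAT was 2.75. It stayed between 1.94 and 3.5 whichever array was left out. Within the first series, whose 2 scWAT arrays also differed in muscle (0.26 in WT and 9.35 in *Lr11*-/-), it was 0.90, so the share of the array series stays open, as does an effect of the genotype. *Cox7a1*, *Cox8b* and *Cpt1b* of this list also stand in Supplementary Table 2.

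The 12 genes of de novo lipogenesis, also not analysed as a list by the paper, were all higher in *Lr11*-/- scWAT, with a median of 2.56 (camera, adjusted p = 3.8e-05). The list did not pass by fry (adjusted p = 0.070) or with an estimated correlation (0.60), and the exact permutation p of its mean was 0.2. By gene 2 passed the threshold and 9 when adjusted over the list alone. The effect in scWAT exceeded that in BAT by a median of 2.43 (adjusted p = 3.8e-05), where the BAT median was 0.12 (adjusted p = 0.76). Within the first array series the scWAT median was −0.28, the opposite direction, and without WT scWAT replicate 2 it was 1.31. A rise of lipogenic genes together with the thermogenic ones, as a hypothesis, cannot be told apart from a difference between single samples, as 5 of the 12 genes (*Fasn*, *Acaca*, *Thrsp*, *Mlxipl* and *Pnpla3*) stand in Supplementary Table 2, which was drawn from these arrays, and the set tests differ in their outcome.

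The macrophage list was lower in *Lr11*-/- scWAT, by a median of −1.73 over 7 genes (camera, adjusted p = 0.016; fry, adjusted p = 0.26; estimated correlation, 0.64), 0 of which passed the threshold in limma, 3 an unadjusted p under 0.05 and 3 when adjusted over the list alone. The effect differed from that in BAT by a median of −1.61 (adjusted p = 0.037); the BAT median was −0.12 (adjusted p = 0.41). Its level was 1.87, 5.67 and 0.86 on the WT scWAT arrays and 1.15, 1.13 and 0.75 on the *Lr11*-/- scWAT arrays. Without WT scWAT replicate 2 the list median was −0.49 and the adjusted p 0.087, in a range of 0.0015 to 0.64 over all alternatives, which is consistent with 1 array behind most of the difference. That array also had the lowest level of the thermogenic list. Inflamed or damaged tissue in that sample is a candidate explanation for its level of 5.67, and it cannot be told apart from an animal that differed, as the labels do not say whether another array came from the same animal.

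The B lymphocyte list was lower in *Lr11*-/- in both tissues, by a median of −1.20 in scWAT (camera, adjusted p = 0.016; fry, adjusted p = 0.032; estimated correlation, 0.46) and −0.56 in BAT (camera, adjusted p = 6.2e-05; fry, adjusted p = 0.082; estimated correlation, 0.16). All 6 genes were lower in both. In limma 0 of them passed the threshold in either tissue, while 3 in scWAT and 2 in BAT passed an unadjusted p under 0.05 and also when adjusted over the list alone. In BAT the median nearest 0 with 1 array left out was −0.39, which argues against a single array there. In scWAT the list stayed past the threshold whichever array was left out, except without WT scWAT replicate 1 (adjusted p = 0.066), WT scWAT replicate 3 (0.052) or *Lr11*-/- scWAT replicate 1 (0.061), in a range of 0.0029 to 0.46 over all alternatives. A lymph node in some of the scWAT samples was weighed as a source of the genotype differences in scWAT as a whole: the B lymphocyte median of −1.20 is small beside the thermogenic genes, and 0 of the 9 genes of the B lymphocyte and epithelium lists passed the threshold in limma (3 and 1 at an unadjusted p under 0.05). The share of lymphoid cells in each sample and an effect of the genotype on it stay open and were not tested.

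The vascular markers of Fig. 3e,f (*Pecam1*, *Cd34*, *Acta2*) differed between the tissues by a median of −1.10 (camera, adjusted p = 0.037). In scWAT their median was −1.30, 0 of 3 higher in *Lr11*-/-, with an adjusted p of 0.050 by camera, just over the threshold, and 0.032 by fry; over all alternatives the adjusted p ran from 0.013 to 0.46. Without WT scWAT replicate 2 (adjusted p = 0.046) or *Lr11*-/- scWAT replicate 1 (0.049), among others, camera passed. *Cd34* passed the threshold by itself and 2 genes did when adjusted over the list alone. In BAT the median was −0.05 and the mean 0.01 (adjusted p = 0.82). No technical explanation was tested for this list by itself. The array series, other parts of the fat (the Hox median of −0.86 above) and the genotype may each contribute.

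In scWAT 601 probes were lower in *Lr11*-/-, a direction the paper's list leaves out. The largest falls among named genes by the rule were *Saa3* (−7.14, adjusted p = 0.034), *Slpi* (−5.81, adjusted p = 0.048), *Ccn4* (−5.22, adjusted p = 0.045; at least 22.2-fold lower), *Col8a2* (−4.88, adjusted p = 0.046; at least 12.9-fold lower) and *S100a8* (−4.86, adjusted p = 0.038). *Ccn4* and *Col8a2* were well above background on 0 and 1 of the *Lr11*-/- arrays. Their bounds allow for this dim signal only, not for the spread between arrays. A different probe of *Ccn4* gave −4.11 and did not pass (limma adjusted p = 0.11). *Ccn4* was −3.36 without WT scWAT replicate 2 and −2.20 in the first series, both smaller falls than its bound. All 5 failed the threshold without *Lr11*-/- scWAT replicate 2 or 3 or any BAT array. Without WT scWAT replicate 2, *Slpi* (−4.60), *Col8a2* (−4.13) and *S100a8* (−3.73) failed it and *Ccn4* fell to −3.36, and without WT scWAT replicate 3 *Slpi* (−4.88) and *Col8a2* (−3.89) failed it. Between the 2 arrays of the first series *Slpi* (−0.15) and *Col8a2* (−0.17) hardly differed. *Saa3*, *Slpi*, *Ccn4* and *S100a8* were highest on WT scWAT replicate 2, the array with the macrophage list at 5.67, so inflamed tissue in that sample stays open as a share of their fall. In all, without *Lr11*-/- scWAT replicate 3 the number of lower probes was 3. Of the 10 groupings of the scWAT arrays 2 gave as many changed probes as the real one, itself included: WT replicate 1 with *Lr11*-/- replicates 2 and 3 against the others gave 2752, and the next gave 171. That grouping follows neither slide nor array series, and it puts both scWAT arrays with muscle on the same side. Chance cannot be excluded for the number of changed probes. The arrays of WT scWAT replicate 3 and *Lr11*-/- scWAT replicate 1 had a correlation of 0.961 with each other, and they were the 2 arrays with muscle, with the muscle list at 9.57 and 9.35 against −1.49 to 0.26 on the other 4 scWAT arrays.

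In BAT 6 probes passed the threshold. They were *Sorl1*, *Nxpe4* (−5.37, adjusted p = 0.027; on 0 *Lr11*-/- arrays well above background, at least 19.4-fold lower), *Ppcdc* (−2.66, adjusted p = 0.032; on 0 *Lr11*-/- arrays, at least 1.74-fold lower), *Il18* (2.55, adjusted p = 0.032), a transcript without a gene name, ENSMUST00000060989 (−4.61, adjusted p = 0.050), and probe A_55_P2094064 (3.04, adjusted p = 0.050), the last pair being named after their values were seen. Both bounds allow for dim signal only. With normexp on the median signals *Nxpe4* was −2.50 and *Ppcdc* −0.42, smaller falls than these bounds. *Nxpe4*, *Ppcdc* and *Il18* lie on the chromosome of *Lr11* and are among the genes averaged over both tissues below, so variants of the flanking region stay open for them. *Nxpe4* and *Ppcdc* were lower in scWAT too (−4.65 and −2.20), whereas *Il18* hardly differed there (0.28, limma adjusted p = 0.55). Skeletal muscle differed between the BAT samples, with the list at 7.63, −1.38 and 7.30 on the WT arrays and 6.96, −1.16 and −1 on the *Lr11*-/- arrays and a list median of −3.09 (adjusted p = 0.065). With the muscle list as a covariate each of the 6 probes kept at least 94.5% of its log2 fold change, which argues against muscle as their source, although their adjusted p then lay between 0.051 and 0.058. The real grouping gave the most changed probes of the 10 groupings, a share of 1 in 10, which cannot exclude chance. *Nxpe4* kept its place past the threshold without 4 of the 12 arrays, *Il18* without 3 and *Ppcdc* without 1, in each case with *Lr11*-/- scWAT replicate 1 among them (adjusted p of 0.0020, 0.0086 and 0.019, in ranges of 0.00012 to 0.13, 0.00012 to 0.23 and 0.0014 to 1).

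Averaged over both tissues 39 probes passed the threshold, 21 higher and 18 lower in *Lr11*-/-, with 6081 at an unadjusted p under 0.05. Of 100 groupings drawn 5 gave as many, up to 324, so chance cannot be excluded. The count ran from 8 without *Lr11*-/- BAT replicate 3 to 3528 without *Lr11*-/- scWAT replicate 1, when single arrays were left out. Of the 24 named genes among them other than *Sorl1*, 8 lie on the chromosome of *Lr11*, or 33.3%, against 827 of 14709 tested genes (5.62%; one-sided Fisher's exact test, p = 3.2e-05). The share ran from 6.46% without *Lr11*-/- scWAT replicate 1 to 100% with the filter on all 12 arrays, and the p from 8.6e-07 to 0.071, the latter without WT scWAT replicate 3, where the share was 6.87%. Genes near a targeted locus can keep variants of the strain in which the targeting was done, and such variants may change a transcript or the binding of a probe. The labels give a C57Bl6/J background for both genotypes. With no sequence in the data, variants of the flanking region cannot be told apart from effects of LR11 on these genes.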

How the results depend on the processing

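Chosen only after the data were seen were the normexp background, the muscle covariate and the single pair of arrays; all other tests in this part were set beforehand.

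Over 91 results and 36 alternatives there were 2516 values. Direction and side of the threshold stayed the same, or a count or value stayed close, in 1913, while 244 were no longer past the threshold, 69 were newly past it, 231 moved and 59 reversed. Opposite signs in the first array series, which allows no test, count as moved or close where the result was not past the threshold. For the results that answer a comparison the numbers were 220 of 333 the same, 21 no longer past, 2 newly past, 90 moved and 0 reversed. Unless the change follows from how an alternative is built (fewer arrays, fewer or more probes, another threshold), the cause was not tested. No scaling shifted the median log2 fold change of all tested probes in scWAT to −0.20 and median scaling to 0.17, from 0.04, and without scaling 36.2% of the changed probes were higher in *Lr11*-/-, against 64.5% as reported.

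The number of probes changed in scWAT was 1572 after quantile normalization, 1643 with the filter on all 12 arrays, 1818 with trend and robust estimation, 2051 with the muscle covariate, 1550 at 2-fold or more, 1339 with normexp and 1294 with the array series as a block. With the slide as a block it was 911, with array weights 3392, after median scaling 1093, without scaling 838, without a filter 151, in the second series alone 7259, in the scWAT arrays alone 0 (4658 at an unadjusted p under 0.05) and at an adjusted p under 0.1 4890. It ran from 3 to 6371 with 1 array left out.

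The number in BAT was 0 with the array series as a block, without a filter, with normexp, with the muscle covariate and in the second series (774, 1226, 466, 818 and 865 at an unadjusted p under 0.05 in limma), 1 with the slide as a block, 2 after median scaling and with the filter on all 12 arrays, 3 with trend and robust estimation, 28 in the BAT arrays alone and 72 with array weights. It ran from 0 to 19 with 1 array left out. The interaction gave 1084 probes with array weights and 890 in the second series, and 0 to 1193 with 1 array left out (0 in 10 of the 12 cases, with 2037 to 5834 at an unadjusted p under 0.05).

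The fall of *Sorl1* in scWAT was past the threshold except in the scWAT arrays alone (−4.34, adjusted p = 0.12). In BAT it was −3.63 with an adjusted p of 0.062 with the array series as a block, 0.086 with the slide as a block, 0.078 without a filter and 0.095 in the BAT arrays alone. It was −3.58 (0.066) after median scaling, −2.45 (0.057) with normexp, −3.79 (0.051) with the muscle covariate, −3.12 (0.33) in the second series and −4.65 in the first, without a test. It ran from −3.91 to −3.14 with 1 array left out; over all alternatives its adjusted p ran from 0.0018 to 0.33.

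The thermogenic genes of Fig. 3c in scWAT had a median of 4.89 with an adjusted p of 0.46 under the estimated correlation and 1.70 in the first series, and with 1 array left out 4.08 to 5.92. In BAT their median was 0.34 with an adjusted p of 0.0048 in the BAT arrays alone, and with 1 array left out 0.22 to 0.48. The number of lists past the threshold was 0 with an estimated correlation (2 of 28 at an unadjusted p under 0.05), 10 without a filter and 10 with normexp, and 5 to 9 with 1 array left out.

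For the probes of Supplementary Table 2 the median was 1.12 in the first series and 7.12 in the single pair. The number past the threshold was 67 with array weights, 66 in the second series, 20 without scaling, 16 with the slide as a block, 13 with the filter on all 12 arrays, 3 without a filter and 0 in the scWAT arrays alone (55 at an unadjusted p under 0.05 in limma), and 0 to 62 with 1 array left out. The number higher on all *Lr11*-/- than on all WT arrays was 87 in the second series and 15 with the filter on all 12 arrays, and 42 to 82 with 1 array left out (10% without overlap by chance for 3 arrays against 3). With fewer arrays chance leaves more probes without overlap, so the counts from fewer arrays cannot be set against 10%. The share in the order of cluster 6 was 45.6% after median scaling, 44.6% with the filter on all 12 arrays, 44.4% with normexp, 30.7% without a filter, 24.3% without scaling and 24.4% in the second series, and 25.3% to 40.5% with 1 array left out. Clustering put 48.4% of the probes in a cluster whose means had this order, with 79.9% of them in the order themselves.

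The results that reversed were not all near 0. De novo lipogenesis (2.56), adipose expansion (−1.49) and epithelium (1.11) in scWAT were among them. The first series, without a test, also gave an opposite sign and a large shift in scWAT for *Thrsp* (5.47 to −0.084), *Bmpr1b* (−2.24 to 1.95), the classical brown list (−2.16 to 0.42), *Lrp1* (−0.95 to 0.53), *Prdm16* (0.86 to −1.28), skeletal muscle (−0.61 to 9.28) and *Sort1* (0.34 to −0.83), and in BAT for *Bmpr1b* (−0.37 to 1.37), *Acta2* (0.28 to −0.50), the receptors (−0.16 to 0.21) and the classical brown list (−0.05 to 1.22). In scWAT the VPS10p and LDL receptor family reversed with array weights (−0.017), after quantile normalization (−0.037), without scaling (−0.13) and without a filter (−0.11), de novo lipogenesis in the first series (−0.28), and adipose expansion (1.25), epithelium (−0.11) and *Pecam1* (0.13) in the second. In BAT, array weights reversed *Adrb3* (−0.0022) and the macrophage list (0.00077), median scaling the classical brown (0.0053) and epithelium (0.016) lists, no scaling *Bmpr1a* (−0.0099), and no filter (0.14) and normexp (0.024) the epithelium list. The muscle covariate reversed *Bmpr1b* (0.022), the receptors (0.085) and the classical brown (0.12), de novo lipogenesis (−0.13) and epithelium (0.22) lists. The second series reversed *Ucp1* (−0.0086), *Cidea* (−0.00043), *Pecam1* (0.028) and the vascular list (0.028), and the filter on all 12 arrays the beige (−0.047), classical brown (0.11) and receptor (0.045) lists.

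With 1 array left out the results that reversed ran, in scWAT, from −0.14 to 0.11 for the VPS10p and LDL receptor family, −3.13 to 0.44 for adipose expansion, −4.33 to 3.22 for skeletal muscle, −0.032 to 0.99 for *Sort1* and −0.50 to 0.023 for *Pecam1*. In BAT they ran from −0.22 to 0.11 for the receptors, −0.14 to 0.02 for the vascular list and for *Pecam1*, −0.60 to 0.38 for classical brown, −0.44 to 0.33 for beige, −0.24 to 0.28 for de novo lipogenesis, −0.63 to 0.29 for adipose expansion, −0.49 to 0.17 for macrophages, −0.043 to 0.25 for *Ucp1*, −0.025 to 0.81 for *Bmp8b*, −0.025 to 0.18 for *Cidea*, −0.014 to 0.47 for *Prdm16*, −0.10 to 0.51 for *Adrb3*, −0.0011 to 0.13 for *Bmpr1a* and −1.03 to 0.16 for *Bmpr1b*. Of all single genes and lists, 1693 of 2183 values kept their direction and side, 223 were no longer past the threshold, 67 newly past and 141 moved.

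No paired analysis was possible because the labels carry no replicate numbers and do not say whether scWAT and BAT came from the same mice. The table of the whole series gave no values of its own, as it equals the scanner values, and the scan day gave none, as it equals the slide. Normexp on the mean signal was not run, as the files hold only the median signal. Signal over background limits the size of differences for genes that were dim in 1 group.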

Differences from the paper's values

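All tests in this part were set beforehand, except the single pair of arrays, which was chosen after the values were seen.

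The paper gives log2 ratios for *Lr11*-/- against WT scWAT in Supplementary Table 2. For 9 of its first 10 genes they differ from the log2 fold changes over 3 arrays per group by the limits given below. For *Cidea* the paper's value is 15.04 and the re-analysis gave 8.70; for *Ucp1* the paper's is 13.97 against 10.14, for *Elovl3* the paper's is 11.19 against 6.29, for *Acsm3* the paper's is 10.75 against 8.09, for *Ppara* the paper's is 9.79 against 5.19, for *Slc27a2* the paper's is 9.55 against 6.97 and for *Mfsd2a* the paper's is 9.18 against 5.69. For these genes 0 of the 25 alternatives set before the data were examined came within 0.585 on the log2 scale of the paper's value, the limit where WT was dim on an array. Against a dim array the fold is bounded only from below (at least 1111-fold for *Ucp1* and 162-fold for *Acsm3*), and the paper's higher values lie above these bounds. For genes with a dim WT array the limit of 0.585 therefore does not decide whether the values differ. By the larger SD of the groups, the limit for the other genes, *Ucp1* (SD 4.33) and *Acsm3* (SD 3.52) would not differ. For *Cox8b* the paper's value is 12.37 against 6.17. The alternatives without WT scWAT replicate 3 and with the second array series alone no longer differed, and the other 24 of 26 did. For *Thrsp* the paper's value is 10.98 against 5.47. Here the alternatives without WT scWAT replicate 1 and with the second array series alone no longer differed, and the other 24 of 26 did. For *Fabp3* the paper's value of 9.35 and the re-analysis value of 6.75 did not differ beyond the spread of the arrays.

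Taken between WT scWAT replicate 2 and *Lr11*-/- scWAT replicate 2 alone, a setting chosen after seeing the values, the log2 ratios were 15.34 for *Cidea*, 14.28 for *Ucp1*, 12.68 for *Cox8b*, 11.49 for *Elovl3*, 11.29 for *Thrsp*, 11.06 for *Acsm3*, 9.67 for *Ppara*, 9.86 for *Slc27a2*, 9.65 for *Fabp3* and 9.49 for *Mfsd2a*, which is 0.30 to 0.31 above the paper's value for 9 genes and 0.13 below it for *Ppara*. A pair of arrays has no spread of its own; by the limits used above, the larger SD of the groups of 3 arrays or, where WT was dim, 0.585 on the log2 scale, these distances are too small to count as a difference.

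The paper ranks its 100 genes by the size of the change. Of the 100 probes with the largest log2 fold change over 3 arrays per group 55 are in its table, and 45 of the 100 largest among the probes in the order of cluster 6. The paper names the pattern of cluster 6 as dominant, and it was also the most frequent here, with the reverse order next.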

Other observations

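The tests in this part on the BMP/Smad targets, de novo lipogenesis and the source of Supplementary Table 2 were set beforehand; only the weighing of WT scWAT replicate 2 and the muscle list as a covariate were chosen after the result was seen.

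The arrays also hold the genes that Fig. 3c–f reports from quantitative PCR of other mice, 16-week-old by the paper. Of the receptors, *Sort1* had a log2 fold change of 0.34 in scWAT (adjusted p = 0.65) and 0.22 in BAT, *Lrp1* −0.95 (adjusted p = 0.21) and −0.38, *Bmpr1a* −0.76 (adjusted p = 0.22) and 0.05, and *Bmpr1b* −2.24 (adjusted p = 0.22; well above background on 1 *Lr11*-/- scWAT array) and −0.37, below background in both BAT groups. Of these 4 genes 0 passed the threshold in limma in either tissue and 0 an unadjusted p under 0.05; in BAT every adjusted p was 1. In scWAT *Sort1* passed it without WT scWAT replicate 1 (0.99, adjusted p = 0.023, in a range of 0.023 to 0.97 over all alternatives) and *Bmpr1b* without *Lr11*-/- scWAT replicate 1 (−3.64, adjusted p = 0.016, in a range of 0.0069 to 0.53). As a list their median was −0.86 in scWAT (adjusted p = 0.25) and −0.16 in BAT (0.76). The wider VPS10p and LDL receptor family, 8 of 13 genes tested, had a median of 0.11 in scWAT, where camera gave the opposite direction (adjusted p = 0.82), and 0.17 in BAT with a mean of −0.02 (0.87). *Cd34* was lower in *Lr11*-/- scWAT, at 3.87 ± 0.42 against 5.17 ± 0.28 in WT (SD, *n*=3; log2 fold change −1.30, limma adjusted p = 0.038); a different probe gave −1.15 (adjusted p = 0.069). *Cd34* passed the threshold with 1 array left out only without WT scWAT replicate 1 (−1.25), WT scWAT replicate 3 (−1.46) or *Lr11*-/- scWAT replicate 1 (−1.52), and its adjusted p ran from 0.0050 to 0.32. *Acta2* (−1.37, adjusted p = 0.080) and *Pecam1* (−0.20, adjusted p = 0.66) did not pass in scWAT, though *Acta2* did without *Lr11*-/- scWAT replicate 1 (−1.86, adjusted p = 0.0073, in a range of 0.0073 to 0.32), and in BAT *Cd34* (−0.20), *Acta2* (0.28) and *Pecam1* (−0.05) had adjusted p values of 1.

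The paper's cell experiments give LR11 as an inhibitor of BMP signalling, so higher BMP/Smad targets in *Lr11*-/- tissue were tested as a hypothesis. The BMP/Smad targets had a median of −1.15 in scWAT, 3 of 7 genes higher in *Lr11*-/- (camera, adjusted p = 0.086; 1 gene past the threshold and 4 when adjusted over the list alone), and −0.38 in BAT, 2 of 7 higher (adjusted p = 0.13). The test gave no rise, and as the list did not pass the threshold in either direction with all arrays it decides nothing. The adjusted p in scWAT ran from 0.0045 to 0.60 over all alternatives, the lowest without WT scWAT replicate 2 (median −0.77). The list passed the threshold in 4 of 29 alternatives in scWAT and 3 of 29 in BAT. Its median stayed below 0 throughout, the direction opposite to the hypothesis. The second hypothesis, that de novo lipogenesis rises with the thermogenic genes, had a median of 2.56, past the threshold by camera and not by fry, and stays open.

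The signals of Supplementary Table 2 suggest 1 array per group as their source: the experiment signals followed *Lr11*-/- scWAT replicate 2 with an SD of 0.006 on the log2 scale. That array was one of the pair in which the thermogenic list stood at the BAT level (4.90 and 4.67), and its WT counterpart, WT scWAT replicate 2, had the lowest thermogenic level of all arrays (−4.52) and the highest macrophage level (5.67). WT scWAT replicate 2 had correlations of 0.898 and 0.891 with the other WT scWAT arrays, while *Lr11*-/- scWAT replicates 2 and 3 had 0.989 with each other. Both of the latter were closer to the BAT arrays (0.960 to 0.981) than to the remaining scWAT arrays (0.848 to 0.930). Within each genotype 1 scWAT array held muscle, WT scWAT replicate 3 (muscle list at 9.57, against 0.26 and −0.93) and *Lr11*-/- scWAT replicate 1 (9.35, against −1.19 and −1.49). The macrophage level, the muscle list as a covariate and, in the first part above, a share of BAT were weighed as sources of this spread among arrays of the same group.

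Other lists fixed beforehand did not pass the threshold by camera in either tissue. The classical brown markers *Zic1* and *Lhx8* had a median of −2.16 in scWAT (adjusted p = 0.27) and −0.05 in BAT (0.88). *Zic1* reached 104% and 84.3% of its mean WT BAT level on WT scWAT replicates 2 and 3 and 0.53% on WT scWAT replicate 1. The beige or subcutaneous markers had 0.78 in scWAT (0.27) and 0.11 in BAT with a mean of −0.06 (0.84), adipose expansion −1.49 (0.60) and −0.12 (0.59), skeletal muscle −0.61 (0.87) and −3.09 (0.065), and epithelium 1.11 (0.27) and −0.03 (0.76). The median of skeletal muscle in BAT was −6.16 without WT BAT replicate 2 (adjusted p = 0.00015), −5.84 without *Lr11*-/- BAT replicate 1 (0.00013) and −3.09 without *Lr11*-/- scWAT replicate 1 (0.049), where it passed the threshold. The list passed in 8 of 29 alternatives, these 3 included, with an adjusted p in a range of 0.00013 to 0.95.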
